# Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast

**DOI:** 10.1261/rna.063446.117

**Published:** 2018-02

**Authors:** Maxime Wery, Camille Gautier, Marc Descrimes, Mayuko Yoda, Hervé Vennin-Rendos, Valérie Migeot, Daniel Gautheret, Damien Hermand, Antonin Morillon

**Keywords:** antisense transcription, Exo2, fission yeast, lncRNA, NET-seq

## Abstract

Antisense transcription can regulate sense gene expression. However, previous annotations of antisense transcription units have been based on detection of mature antisense long noncoding (aslnc)RNAs by RNA-seq and/or microarrays, only giving a partial view of the antisense transcription landscape and incomplete molecular bases for antisense-mediated regulation. Here, we used native elongating transcript sequencing to map genome-wide nascent antisense transcription in fission yeast. Strikingly, antisense transcription was detected for most protein-coding genes, correlating with low sense transcription, especially when overlapping the mRNA start site. RNA profiling revealed that the resulting aslncRNAs mainly correspond to cryptic Xrn1/Exo2-sensitive transcripts (XUTs). ChIP-seq analyses showed that antisense (as)XUT's expression is associated with specific histone modification patterns. Finally, we showed that asXUTs are controlled by the histone chaperone Spt6 and respond to meiosis induction, in both cases anti-correlating with levels of the paired-sense mRNAs, supporting physiological significance to antisense-mediated gene attenuation. Our work highlights that antisense transcription is much more extended than anticipated and might constitute an additional nonpromoter determinant of gene regulation complexity.

## INTRODUCTION

Transcriptomics developments have led to the discovery that eukaryotic genomes are pervasively transcribed, i.e., each nucleotide (nt) can be virtually transcribed into RNA (Berretta and Morillon 2009; Clark et al. 2011). This applies not only to intergenic regions but also to the DNA strand antisense to genes.

Antisense transcription is now recognized as an important regulator of gene expression (Pelechano and Steinmetz 2013), directly affecting sense transcription by transcriptional interference (Latos et al. 2012; Nguyen et al. 2014). Alternatively, but not exclusively, it can produce regulatory antisense long noncoding RNA (aslncRNAs) acting on sense gene expression in *cis* or in *trans*, as shown in the budding yeast *Saccharomyces cerevisiae* (Camblong et al. 2007, 2009; Uhler et al. 2007; Berretta et al. 2008; Houseley et al. 2008; Pinskaya et al. 2009; van Werven et al. 2012), in plant (Swiezewski et al. 2009), and in mammalian cells (Lee and Lu 1999; Yap et al. 2010).

Despite their regulatory importance, aslncRNAs have been poorly studied. One reason for the lack of global information on aslncRNAs appears to be their high instability. For instance, in *S. cerevisiae*, we described a class of regulatory aslncRNAs referred to as Xrn1-sensitive unstable transcripts (XUTs), as they are targeted by the 5′–3′ cytoplasmic Xrn1 exoribonuclease (Van Dijk et al. 2011), mainly through the nonsense-mediated decay (NMD) pathway (Wery et al. 2016). Among them, we defined a subgroup for which the sense-paired genes undergo antisense-mediated transcriptional silencing (Van Dijk et al. 2011). Importantly, XUTs can accumulate in wild-type (WT) cells under physiological stress, modulating the RNA decay activity (Van Dijk et al. 2011), and other antisense transcripts were shown to respond to cell differentiation programs such as meiosis (Lardenois et al. 2011). This indicates that RNA surveillance pathways can indeed be considered as regulatory switches of gene expression, probably combined to histone modifications (Camblong et al. 2007; Houseley et al. 2008; Pinskaya et al. 2009; Van Dijk et al. 2011; Kim et al. 2012).

In *S. cerevisiae*, antisense (as)XUTs were shown to form double-stranded (ds)RNA with their paired-sense mRNA (Wery et al. 2016). Whether dsRNA formation contributes to asXUT-mediated regulation of gene expression remains unknown. However, this might be a singular feature of *S. cerevisiae*, which has lost the RNA interference (RNAi) system and lacks the RNase III endonuclease Dicer that can process dsRNA structures into small interfering (si)RNAs (Drinnenberg et al. 2009).

To get insights into the mechanisms by which regulatory aslncRNAs affect gene expression and other cellular functions, it is important to determine whether they are conserved in organisms endowed with RNAi and if their regulatory activity is maintained throughout evolution. In this regard, the fission yeast *Schizosaccharomyces pombe* constitutes an attractive model, as it shares RNAi with higher eukaryotes (Volpe et al. 2002).

Previous transcriptomics analyses in *S. pombe* have identified hundreds of aslncRNAs, thereby providing several important and pioneer characterizations of antisense transcription in this organism (Dutrow et al. 2008; Wilhelm et al. 2008; Ni et al. 2010; Rhind et al. 2011; DeGennaro et al. 2013; Eser et al. 2016). Some of these aslncRNAs respond to sexual differentiation (Bitton et al. 2011) or to environmental stress (Leong et al. 2014). However, all these studies were based on mature RNA detection in WT cells, certainly leading to an underestimation of the extent and precise definition of the antisense transcription landscape. Indeed, transcription generally elongates to DNA sequences that are not retrieved in the mature RNA molecule, such as those beyond the polyadenylation site. In addition, antisense transcripts can be cryptic due to their rapid degradation by RNA decay factors and are therefore not detectable in a WT context. Thus, to get a precise view of the antisense transcription landscape, it is necessary to measure transcription per se rather than steady-state levels of mature transcripts.

Different techniques have been recently developed in yeasts to analyze transcription genome-wide, in a strand-specific manner. Some of them, such as four-thiouracil sequencing (Eser et al. 2016) and global/precision run-on sequencing (Booth et al. 2016), use metabolic labeling of nascent RNA, followed by sequencing of the labeled transcripts. However, although the labeling times are short, the labeled transcripts remain sensitive to post-transcriptional degradation. Consequently, their levels do not strictly reflect the synthesis rate. In contrast, native elongating transcript (NET) sequencing is based on purification of elongating RNAPII complex purification, followed by deep sequencing of nascent RNAs’ 3′ extremity (Churchman and Weissman 2011). This RNAPII purification step ensures that only elongating transcripts are captured. To date, NET-seq constitutes the state of the art technique to measure quantitatively and qualitatively the transcription process, in a strand-specific manner, at the nucleotide resolution.

Here, using NET-seq, we determine the landscape of antisense transcription in *S. pombe* and investigate how it affects sense gene expression. We detect antisense transcription for more than half of protein-coding genes. Notably, genes with antisense transcription are less transcribed compared to those without antisense transcription, and this correlates with the overlap by the antisense signal, especially when reaching the sense transcription start site (TSS). To get insights into the nature of the antisense transcripts, we define the XUT aslncRNAs landscape using RNA-seq profiling in cells devoid of the 5′–3′ cytoplasmic RNA decay pathway, and we show that they escape RNAi in fission yeast. We observe that genes with asXUTs display specific chromatin marks. Finally, subsets of asXUTs are up-regulated in cells inactivated for the conserved histone chaperone Spt6, and in diploid cells undergoing meiosis. In both conditions, asXUT accumulation correlates with paired-sense mRNA down-regulation.

Our work indicates that antisense transcription in fission yeast is much more extended than anticipated and might constitute a nonpromoter determinant for gene regulation complexity.

## RESULTS

### Extensive antisense transcription in fission yeast

To determine the comprehensive landscape of antisense transcription in *S. pombe*, we constructed NET-seq libraries from two biological replicates of WT cells, following immunoprecipitation of RNAPII (Fig. 1A; see also Supplemental Fig. S1A). As a validation that NET-seq detected nascent transcripts, we observed signals from introns and regions beyond the polyadenylation site, which are absent from mature mRNAs (Fig. 1B,C; see also Supplemental Fig. S1B–D). Moreover, nascent transcription signals for mRNAs and annotated ncRNAs showed high reproducibility between replicates (Supplemental Fig. S1E,F).

**FIGURE 1.**
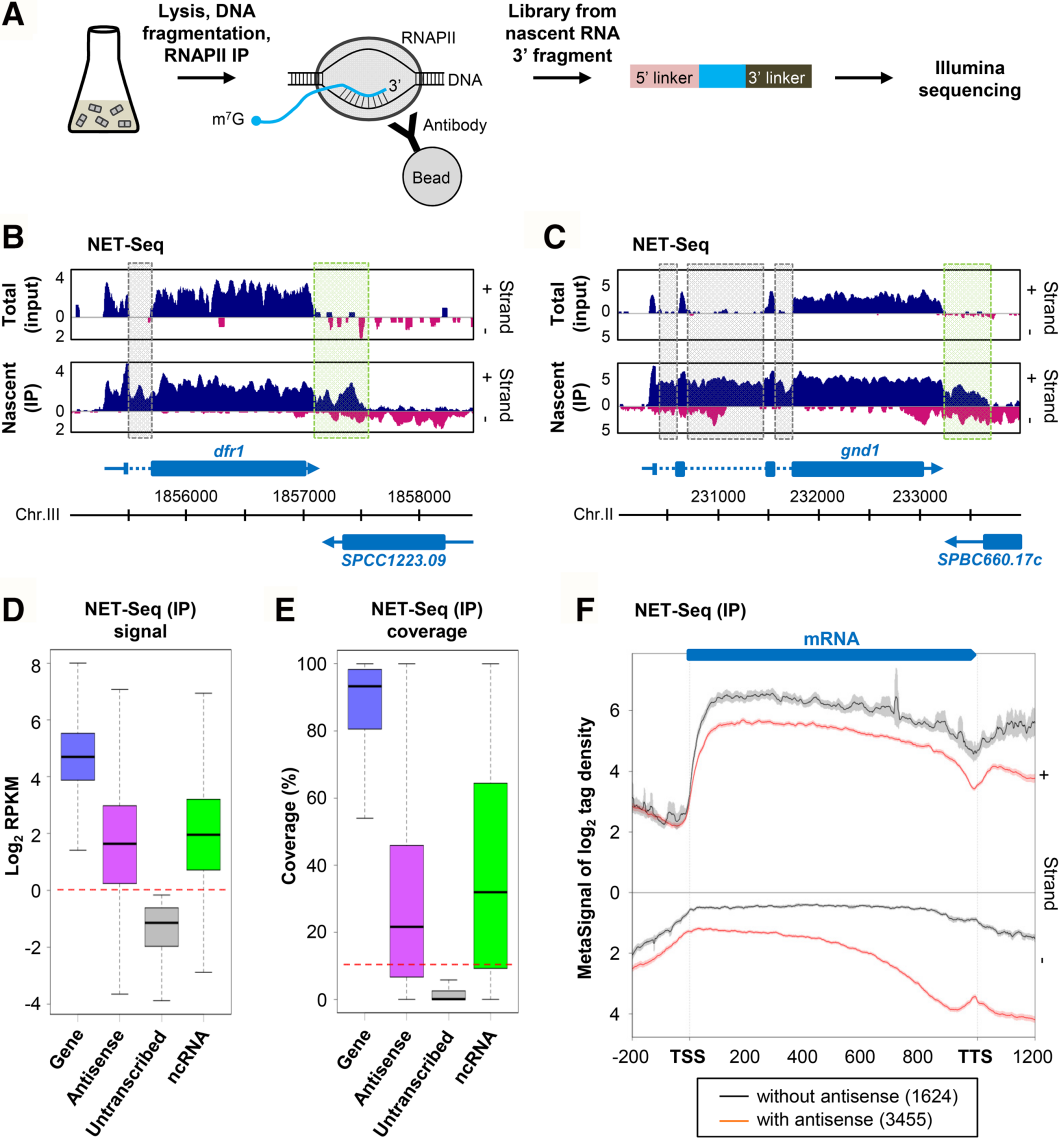
Extensive antisense transcription in fission yeast. (*A*) Overview of NET-seq. Biological duplicates of WT (YAM2492) cells were grown to mid-log phase in rich (YES) medium. After cells’ lysis and DNA fragmentation, ternary RNAPII/DNA/RNA complexes were purified. Strand-specific libraries were then constructed from nascent RNAs 3′ fragments. (*B*,*C*) Snapshots of total RNA (input) and nascent transcript (IP) signals along the *dfr1* (*B*) and *gnd1* (*C*) genes in WT cells. In each panel, the signal corresponding to the + and − strand is shown in blue and pink, respectively. Blue arrow, dashed line, and box represent the mRNA, intron, and coding sequences, respectively. Introns and the region downstream from the polyadenylation site of *dfr1* and *gnd1* are highlighted using dashed gray and green boxes, respectively. The snapshot was produced using VING (Descrimes et al. 2015). (*D*) Box-plot of nascent transcript signal (RPKM, log_2_) in WT cells for transcribed (RPKM >1, blue) or untranscribed (RPKM <1, gray) protein-coding genes, for their antisense (magenta) and for annotated ncRNAs (green). This set corresponds to the 1522 ncRNAs from the current version of Pombase, plus 487 novel ncTU (Eser et al. 2016). The red dashed line indicates the threshold (RPKM >1). (*E*) Box-plot of coverage by nascent transcript reads. Coverage corresponds to the percentage of nucleotides of each element covered by ≥1 uniquely mapped reads, in each of the two biological replicates of the WT strain. The red dashed line indicates the threshold (10%). (*F*) Metagene view of genes with (red lines) or without (black dashed lines) antisense transcription. For each group, normalized coverage (tag/nt, log_2_) along sense (+) and antisense (−) strands were piled up in a strand-specific manner, and the average signal for each strand was plotted. TSS and TTS correspond to gene (mRNA) transcription start site and transcription termination site, respectively. Note that the TSS to TTS region was first scaled to 1000 (virtual) nt, and the signal associated to each nucleotide was scaled upon polynomial interpolation, as previously described (Sinturel et al. 2015). The shading surrounding each line denotes the 95% confidence interval.

To identify genes with antisense transcription, we used (i) the nascent transcription signal (RPKM) and (ii) the coverage (proportion of nucleotides covered by ≥1 nascent transcript read in each of the two biological replicates). As a reference, we used a set of 50 untranscribed protein-coding genes, showing the lowest expression at the nascent transcription level (Fig. 1D) and a very low expression at the total RNA level (Supplemental Fig. S1G). The choice of these genes rather than intergenic regions was motivated by the fact that the transcriptional state of the latter remains largely unknown.

The nascent transcription signal for the “untranscribed” set of genes was comprised between 0.07 and 0.89 RPKM (median = 0.45, Fig. 1D), and coverage was ≤10% (median = 0.08%, Fig. 1E). On this basis, we used RPKM >1 and coverage >10% (more than twice the median and higher than the maximum value for the reference set of genes) as thresholds to consider that a region is transcribed.

The signal for most protein-coding genes and 82% of annotated ncRNAs were above the threshold (median RPKM = 25.6 and 3.7, respectively; Fig. 1D). Strikingly, this was also the case for the antisense of 3948 (78%) genes (median RPKM = 3.03; Fig. 1D). Median coverage for protein-coding genes, annotated ncRNAs and the antisense of genes was 93.3%, 32%, and 21.6%, respectively (Fig. 1E). Combining both parameters (RPKM >1 and coverage >10%), 3455 protein-coding genes (68%) displayed antisense transcription in WT cells of *S. pombe*. Notably, global signal and coverage for the antisense of these 3455 genes are in the same range as for the set of annotated ncRNAs (Supplemental Fig. S1H,I), corresponding to 1522 ncRNAs from the current version of Pombase and 487 novel noncoding transcription units (TU) recently annotated (Eser et al. 2016).

Metagene analysis highlighted several fundamental features of sense and antisense transcription in fission yeast (Fig. 1F): (i) It confirms the recent observation made using precision run-on sequencing (Booth et al. 2016) that transcription in fission yeast extends far beyond the mRNA 3′ end; (ii) it reveals that the genes with antisense transcription globally display a peak of nascent antisense signal in the 3′ region; (iii) these genes are globally less transcribed than those without antisense (*P* < 2.2 × 10^−16^, Wilcoxon rank-sum test), which is consistent with previous observations based on RNA labeling (Eser et al. 2016).

In summary, analysis of nascent transcription using NET-seq provides evidence that up to 68% of protein-coding genes in *S. pombe* display antisense transcription, and these genes are less transcribed than those without antisense transcription. This observation is far from the original assumptions based on RNA-seq and microarray data analysis and considerably extends the antisense transcript(ion) as a general property of the gene structure.

### Sense transcription decreases as the overlap by antisense transcription increases

The observation of a peak of antisense transcription in the 3′ region of genes raises the hypothesis that this could correspond to overlapping convergent TU. Among the 3455 genes with antisense nascent transcription, 2530 showed overlapping NET-seq signals with a convergent annotated TU (Fig. 2A). This is much more than estimated upon segmentation of RNA-seq signals (Eser et al. 2016), indicating that while convergent TUs largely overlap with each other at the level of nascent transcription, this is globally not the case for the resulting RNAs (see Supplemental Fig. S2A). Illustrative examples of such convergent TUs are shown in Figure 1B,C (see also Supplemental Fig. S1B).

**FIGURE 2.**
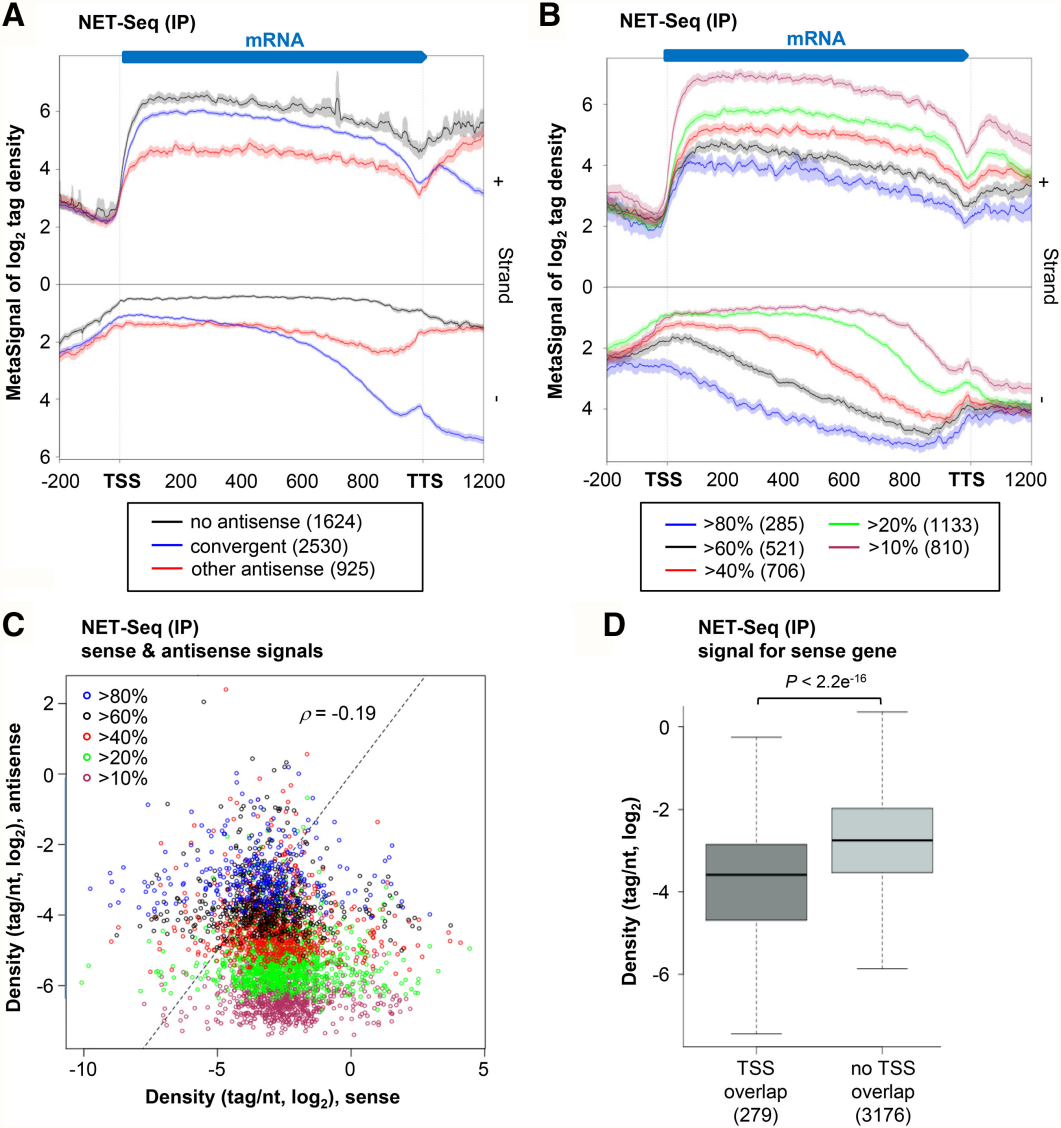
Sense transcription decreases with the overlap by antisense transcription. (*A*) Metagene view of genes without antisense transcription (1624; black), genes with overlapping convergent TU (2530; blue), and genes with antisense but not convergent transcription (925; red). Sense and antisense meta-signals were computed and plotted as described in Figure 1F. (*B*) The 3455 genes with antisense transcription were divided into five classes according to the coverage by antisense signal (see coverage definition in Fig. 1E). For each class, sense and antisense meta-signals were computed and plotted as described above. (*C*) Scatter-plot of sense and antisense nascent transcription signals (tag/nt, log_2_) for the 3455 genes with antisense transcription, divided into five classes as described above. The Spearman's correlation coefficient is indicated. (*D*) The genes with antisense transcription were divided into genes for which it overlaps the TSS (279; dark gray) or not (3176; light gray), according to >80% coverage on the antisense, within a ±100-nt window around the sense TSS. For both classes of genes, NET-seq signal (tag/nt, log_2_ scale) was computed. Data are presented as a box-plot, and the *P*-value obtained upon Wilcoxon rank-sum test is indicated.

Besides, 925 genes displaying antisense transcription are not convergent to another TU. Metagene analysis revealed a different distribution of the antisense transcription signal for these 925 genes, covering most of the antisense strand (Fig. 2A). Strikingly, these genes were less transcribed than the 2530 convergent genes (Fig. 2A, *P* < 2.2 × 10^−16^, Wilcoxon rank-sum test), suggesting a negative correlation between the level of sense transcription and the extent of the overlap with antisense transcription.

To test this hypothesis, the genes with antisense transcription were separated into five subgroups, according to their coverage by the nascent antisense signal. We then compared the levels of sense transcription for these subgroups. Remarkably, sense transcription significantly decreased as the overlap by the antisense increased (Fig. 2B, see also Supplemental Fig. S2B). Globally, we also noted that levels of sense and antisense transcription are anti-correlated (Spearman correlation coefficient −0.19, Fig. 2C), and for most genes with >80% of overlap by the antisense, the transcription level of the antisense is even stronger than the sense (Fig. 2C; see also Supplemental Fig. S2C).

Finally, overlap of the sense gene TSS appeared to be critical, as genes of which the TSS was overlapped by antisense transcription signal were significantly less transcribed than genes without antisense signal overlapping TSS (*P* < 2.2 × 10^−16^, Wilcoxon rank-sum test; Fig. 2D; see also Supplemental Fig. S2D).

Together, these data reveal a global negative correlation between sense and antisense transcription, and this effect increases with the overlap, in particular over the sense TSS, by antisense transcription.

### Antisense transcripts are mainly cryptic and sensitive to the cytoplasmic 5′–3′ RNA decay

The analysis above revealed that 2530/3455 genes with antisense transcription have convergent overlapping TU. We hypothesized that at least for some of the 925 remaining genes, the antisense signal corresponds to a previously annotated aslncRNA. We retrieved 975/1286 genes with an annotated aslncRNA among the 3455 genes with antisense transcription, and 639 were common to the set of convergent genes (Supplemental Fig. S2E). On the other hand, there were 589 genes for which the origin of the antisense signal detected at the transcriptional level could not be assigned to a convergent TU or an annotated aslncRNA.

Interestingly, at the RNA level, the antisense signal in WT cells for the 925 nonconvergent genes was globally very low, close to the background (Supplemental Fig. S2A), suggesting that the resulting antisense transcripts are unstable. In *S. cerevisiae*, such transcripts are predominantly targeted by the cytoplasmic 5′–3′ exoribonuclease Xrn1, the inactivation of which results in the stabilization of a class of aslncRNAs referred to as XUTs (Van Dijk et al. 2011). Xrn1 is conserved across eukaryotes (Nagarajan et al. 2013), and the orthologous gene in *S. pombe* is *exo2*^+^ (Szankasi and Smith 1996).

To characterize the XUT aslncRNAs’ landscape in fission yeast, we performed strand-specific RNA-seq in WT and *exo2*Δ cells (Fig. 3A), reaching ≥375× genome coverage. 

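Total RNA was prepared from 2 biological replicates of the WT strain YAM2394 and 2 of YAM2397, a strain in which *exo2* is replaced by the kanMX4 cassette, grown to mid-log phase at 32°C in rich medium. rRNA was depleted, stranded libraries were made from 125 ng of the depleted RNA, and paired-end reads of 50 nt were mapped by the authors with TopHat. The authors deposited a density, in tag/nt, for each of 9139 features (mRNAs, XUTs, annotated lncRNAs, tRNAs, sn(o)RNAs, rRNAs and pseudogenes) and for 10204 CDS exon lines, in each of the 4 libraries, after normalization on sn(o)RNA levels. In every library, density multiplied by feature length was a whole multiple of one step for 100% of the nonzero values, which gives the number of reads behind each density. Summed over features, these were 48671182 and 46964618 reads in WT replicates 1 and 2, and 50222633 and 51019820 reads in the libraries labelled *exo2*Δ, replicates 1 and 2. Features overlap, so that some reads enter these sums more than once. The paper states a genome coverage of at least 375×, which also includes reads outside features, and the values given here rest on the reads on features only. mRNAs received between 24899022 and 26817935 reads per library. XUTs received 96346 and 91865 reads in the WT replicates, and 259019 and 274213 reads in replicates 1 and 2 of the libraries labelled *exo2*Δ. rRNA genes kept between 28.9% and 36.1% of the reads of a library. Over the 5447 features with at least 100 reads in every library, the log2 densities of the WT replicates had a Pearson's correlation coefficient of 0.998 and differed with an SD of 0.17, and those of the other pair had a coefficient of 0.999 and an SD of 0.11. Both pairs differed by more than counting noise alone (chi-square of 384197 for WT and 141196 for the other pair, on 5446 degrees of freedom). This cannot tell 2 cultures from 2 libraries of one culture, which could also differ by more than counting noise. Each library was counted as a separate replicate because the labels name biological replicates. From the deposited densities, log2(density + 1.55e-04 tag/nt) was compared between genotypes with limma for the 8826 features with at least 10 reads summed over the 4 libraries, with Benjamini-Hochberg adjustment. This pseudocount is 0.5 times the smallest nonzero density, and its size weighs most on the log2 ratios of features with few or 0 reads in a library. Deviations of same-numbered replicates from their group means were correlated (Pearson's r of 0.283 across 5447 features), and the fit with the replicate number as a block is therefore given beside the fit without it.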

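The deleted gene was examined first. *exo2* (SPAC17A5.14) lies on chromosome I from 1778445 to 1782740, + strand, in the coordinates of the deposited table (assembly ASM294v2). Its density was 0.488 and 0.458 tag/nt in WT replicates 1 and 2, and 0.663 and 0.636 tag/nt in replicates 1 and 2 of the libraries labelled *exo2*Δ (0.473 ± 0.0217 against 0.649 ± 0.0190, SD, n = 2 each). The log2 ratio was 0.46 (standard error 0.09, adjusted p = 0.00167 from limma, and 3.62e-04 with the replicate block). With the sn(o)RNA normalization, the density of *exo2* was thus not lower in the libraries labelled *exo2*Δ, and the labels are used here as the paper and the sample descriptions give them. Its coding exon 3, from 1778720 to 1782623, holds 3904 nt and received 2470 and 2161 reads in the WT replicates, and 1833 and 1849 reads in the other pair. The densities on this exon, 0.534 and 0.499 against 0.551 and 0.543 tag/nt, gave a log2 ratio of 0.08, and the WT replicates were apart by about as much. The count on the mRNA exceeded that on exon 3 by 15 and 20 reads in the WT replicates, and by 593 and 533 reads in the other pair. Reads that touch exon 3 and another exon enter both counts. Exon 1 received 52 and 51 reads in either pair, and exon 2 received 90 and 88 reads in WT and 104 and 107 in the other pair. The table gives one value for the whole exon, so that reads on its parts cannot be told apart. The oligonucleotide AMO1978, used by the paper as *exo2* probe, matches exon 3 at 1779543 to 1779568 (assembly ASM294v3, whose coordinates for the 3 coding exons of *exo2* are the same). *XUT0549*, on the − strand from 1778225 to 1779024, overlaps the 5′ end of *exo2*. It received 2 and 0 reads in the WT replicates, and 1407 and 1471 reads in the other pair. Its mean density of 2.09 tag/nt was at least 637-fold higher than the floor of 3 reads in WT. The side of 0 on which *exo2* falls depends on the scaling of the libraries, with a log2 ratio of -0.04 after scaling on total reads and -0.71 with TMM factors over all features.

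**Figure D1:**
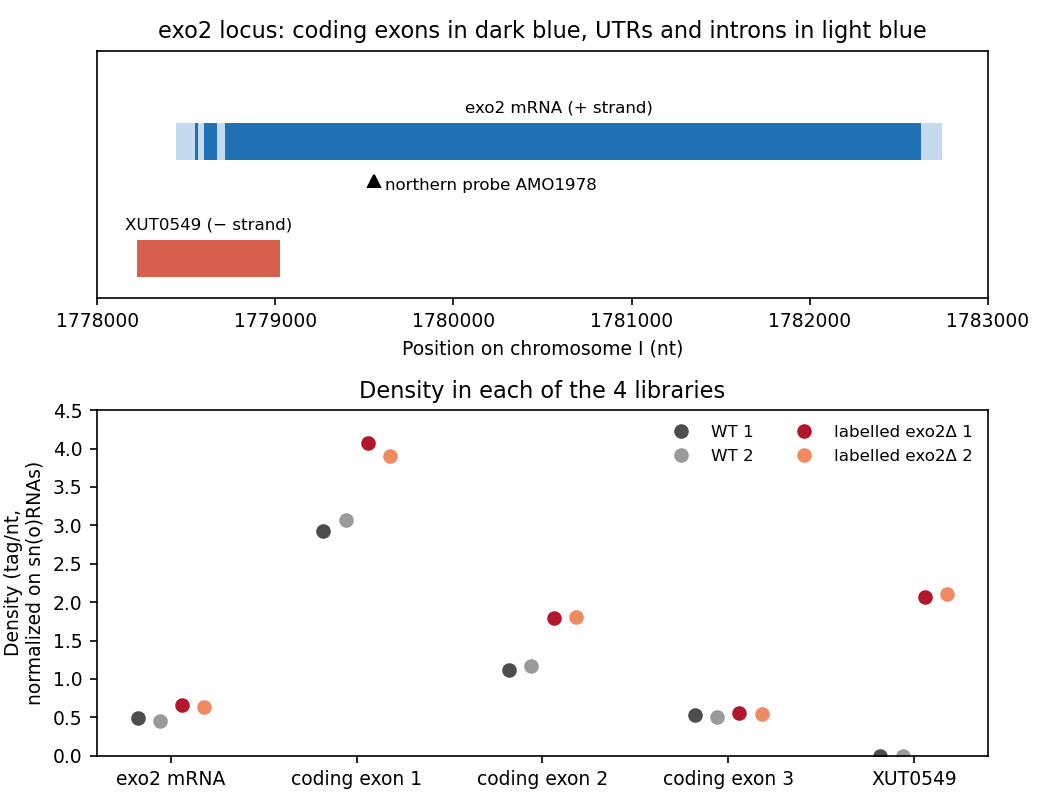
Map of *exo2* and *XUT0549* on chromosome I (top, position in nt) and their densities in tag/nt, normalized on sn(o)RNAs (bottom), with one point per library. Coding exons 1 and 2 and the whole mRNA have higher densities in the 2 libraries labelled *exo2*Δ than in the 2 WT libraries, and *XUT0549* is near 0 in WT.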

Read densities were normalized on sn(o)RNAs that are insensitive to Xrn1/Exo2 (Fig. 3B; Supplemental Fig. S3A), as in *S. cerevisiae* (Van Dijk et al. 2011; Wery et al. 2016). 

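The deposited table lists 57 snoRNAs and 5 snRNAs, 58 of which had at least 10 reads over the 4 libraries. These sn(o)RNAs received 2720801 and 2553760 reads in the WT replicates, and 1883013 and 1887166 reads in the libraries labelled *exo2*Δ. After the normalization of the authors, the median of their log2 ratios was 0.03, with 0.06 for the replicate 1 libraries and -0.02 for the replicate 2 libraries, a centre that the normalization itself sets. Resampling the 58 sn(o)RNAs gave a 95% interval of -0.17 to 0.16 for this median, which covers the choice of sn(o)RNAs and not the replicate error. Single sn(o)RNAs spread from -1.84 to 2.15 (SD of 0.69 across sn(o)RNAs, quartiles of -0.33 and 0.36), and 4 were higher and 4 lower past the threshold used for XUTs. U3B (SPSNRNA.07, chromosome II, 3958832 to 3959086, − strand), on which the RT-qPCR levels of the paper were normalized, had a density of 1480 ± 21.5 tag/nt in WT and 1333 ± 30.1 tag/nt in the libraries labelled *exo2*Δ (SD, n = 2 each). This is a log2 ratio of -0.15 (standard error 0.11, adjusted p = 0.245 from limma, and 0.423 with the replicate block). The choice of sn(o)RNAs as reference sets the level of all other classes. Before the pseudocount is added, scaling on the sum of sn(o)RNA reads would move every log2 ratio by 0.07, scaling on total reads by -0.49, TMM factors over all features by -1.17 and the median of ratios over all features by -1.20.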

Transcript assembly by the ZINAR segmentation protocol (Wery et al. 2016) identified 1638 XUTs, defined by a greater than twofold enrichment in *exo2*Δ and a significant (*P* < 0.05) differential expression (Fig. 3C; see also Supplemental Fig. S3A). 

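The table holds 1638 XUTs, from 200 to 5322 nt long, with a median of 553 nt. The ratio of mean densities was above 2 for all 1638, the smallest being 2.02. In limma's test, 1633 had a log2 ratio above 1 with an adjusted p under 0.05, and 1636 with the replicate number as a block, among them the 1633. The XUTs were selected by the authors on these same 4 libraries, so that these counts describe how the selection holds under another test. The other 5, named here after their values were seen, had between 3 and 27 reads per library. *XUT1041* and *XUT1387* each had a log2 ratio of 0.98, and *XUT0719*, *XUT1371* and *XUT1484* had adjusted p-values of 0.0591, 0.0586 and 0.0887 in limma's test. The median log2 ratio of the XUTs was 1.95 (quartiles of 1.48 and 2.60), with 1.98 between the replicate 1 libraries and 2.00 between the replicate 2 libraries. Both libraries labelled *exo2*Δ were above both WT libraries for 1637 of the 1638 XUTs, where chance gives 16.7% for a set not chosen on this difference, as the XUTs were. XUTs were weakly covered in WT. A XUT received a median of 15 reads in each WT library, and of 43 and 46 reads in the other pair. No read was found on 26 XUTs in WT replicate 1 and on 29 in WT replicate 2, and for 110 XUTs both WT libraries had at most 3 reads, which only bounds the ratio from below. Among XUTs with a mean of at least 50 normalized reads, the largest rises besides that of *XUT0549* were on chromosome II. *XUT0157* (33049 to 34276, − strand) had 0 reads in both WT libraries against 88 and 97, which is at least 40.9-fold higher. *XUT0959* (33769 to 34929, + strand), on the other strand of the same region, had 4 and 1 reads in the WT libraries against 252 and 253. Its log2 ratio was 7.22 (standard error 0.56, adjusted p = 2.05e-05 from limma, and 2.03e-07 with the block). With so few WT reads its size is uncertain. It was 8.08 without WT replicate 1, 6.36 without WT replicate 2, and 5.73 with a pseudocount of 10 times the smallest nonzero density. The count of XUTs past the threshold rests on the sn(o)RNA normalization. It was 616 with TMM factors over all features and 594 with the median of ratios over all features. All these directions are drawn from the labels, *exo2* itself not being lower in the libraries labelled *exo2*Δ with the sn(o)RNA normalization. Outside these libraries, the paper examined *XUT0444* by northern blot. It also measured *XUT0444* and other asXUTs by RT-qPCR in an *exo2*Δ strain built separately. From the enrichment above 2 and the adjusted *P*-value of segments without ORF, the paper defines this class of transcripts as sensitive to Exo2.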

Among them, 815 (49.8%) are novel transcripts; 668 overlap ≥1 nt of previously annotated lncRNAs (Fig. 3D). 

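With the coordinates of the deposited table, 668 of the 1638 XUTs (40.8%) overlapped an annotated lncRNA of the same strand by at least 1 nt. Of these, 581 overlapped one of the 1522 ncRNAs of the annotation and 87 only one of the 487 ncTUs. Another 126 XUTs overlapped an mRNA on the same strand, none of them within a CDS exon, and 28 overlapped another element only. The remaining 816 (49.8%) overlapped no listed feature of their strand. These 816 XUTs were shorter than the 668, with a median of 426 nt against 778 nt, and had fewer reads, with a median of 19.75 against 78.9 reads per library. Their median log2 ratio was 2.07, against 1.82 for the 668. Between the replicate 2 libraries the medians were 2.14 and 1.85, and the order was the same between the replicate 1 libraries. Densities were 0.0192 tag/nt in WT and 0.0772 tag/nt in the libraries labelled *exo2*Δ for the 816 (medians over XUTs), and 0.0368 and 0.141 tag/nt for the 668. A XUT and a lncRNA that overlap on one strand can share reads in these densities. Of the 816, 624 (76.5%) were antisense to a protein-coding gene, and of the 668, 485 (72.6%).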

Figure 3E shows a snapshot of *XUT0444* (antisense to the *gal1* gene), which was detected as a discrete transcript by northern blot (Fig. 3F). 

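*XUT0444* spans 1736 nt of chromosome II, from 4488080 to 4489815 on the − strand. It lies opposite *gal1* (SPBPB2B2.13, 4488322 to 4490271, + strand). Its density was 0.0302 and 0.0296 tag/nt in WT replicates 1 and 2 (62 and 57 reads), and 0.392 and 0.386 tag/nt in the libraries labelled *exo2*Δ (580 and 584 reads). The log2 ratio was 3.70 (standard error 0.14, adjusted p = 2.36e-06 from limma, and 1.38e-08 with the replicate block). An annotated lncRNA, from 4488684 to 4489829 on the same strand, shares most of its length and hence its reads with *XUT0444*, and had a log2 ratio of 3.75 (standard error 0.13). *gal1* had a density of 0.142 ± 0.0233 tag/nt in WT and 0.131 ± 4.76e-05 tag/nt in the libraries labelled *exo2*Δ (SD, n = 2 each). Its log2 ratio of -0.10 (standard error 0.16) was within the replicate error (adjusted p = 0.558 from limma, and 0.538 with the block), and it was 0.07 when WT replicate 2 was left out. On the other side of the intergenic region, *gal10* (SPBPB2B2.12c, 4484023 to 4487569, − strand) had a log2 ratio of 1.54 (standard error 0.20, adjusted p = 2.39e-04 from limma, and 1.17e-04 with the block). SPBPB2B2.11 (4483683 to 4487313, + strand), which overlaps *gal10* on the other strand, had a log2 ratio of 2.50 (standard error 0.22, adjusted p = 3.30e-05 from limma, and 6.63e-06 with the block). With TMM factors over all features, *gal1* had a log2 ratio of -1.27. *gal10* had one of 0.37 and was no longer past the threshold (adjusted p = 0.127 from limma), while *XUT0444* and SPBPB2B2.11 remained past it. The northern probe for *XUT0444*, AMO1986 (AAACAGCCGCATTGGGATGGAAGCG), matches the + strand of chromosome II at 4489424 to 4489448 of assembly ASM294v3, within the coding sequence of *gal1*, whose CDS exon has the same coordinates in that assembly. The probe also lies within the annotated lncRNA.

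**Figure D2:**
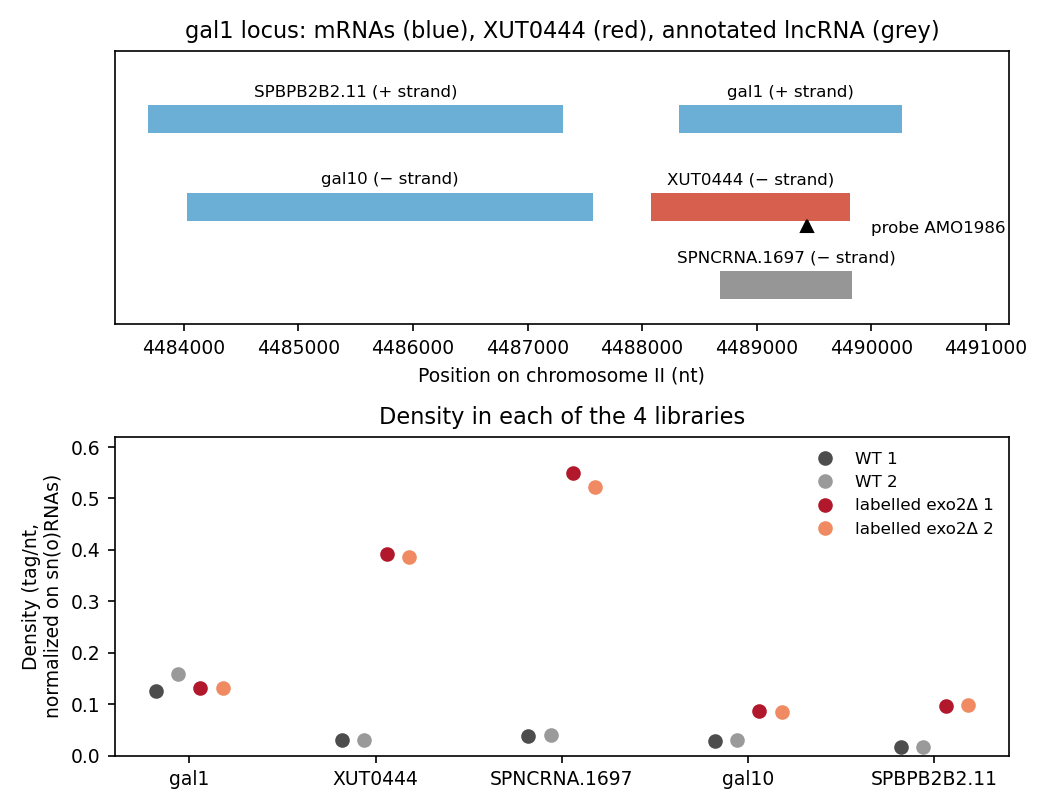
Map of the *gal1* region of chromosome II (top, position in nt) and the densities of its transcripts in tag/nt, normalized on sn(o)RNAs (bottom), with one point per library. *XUT0444* and the annotated lncRNA of its strand are higher in the 2 libraries labelled *exo2*Δ than in the 2 WT libraries, while the points of *gal1* overlap.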

Other novel asXUTs were successfully detected by strand-specific RT-qPCR (see Supplemental Fig. 3C–F), reinforcing our genomic profiling approach.

**FIGURE 3.**
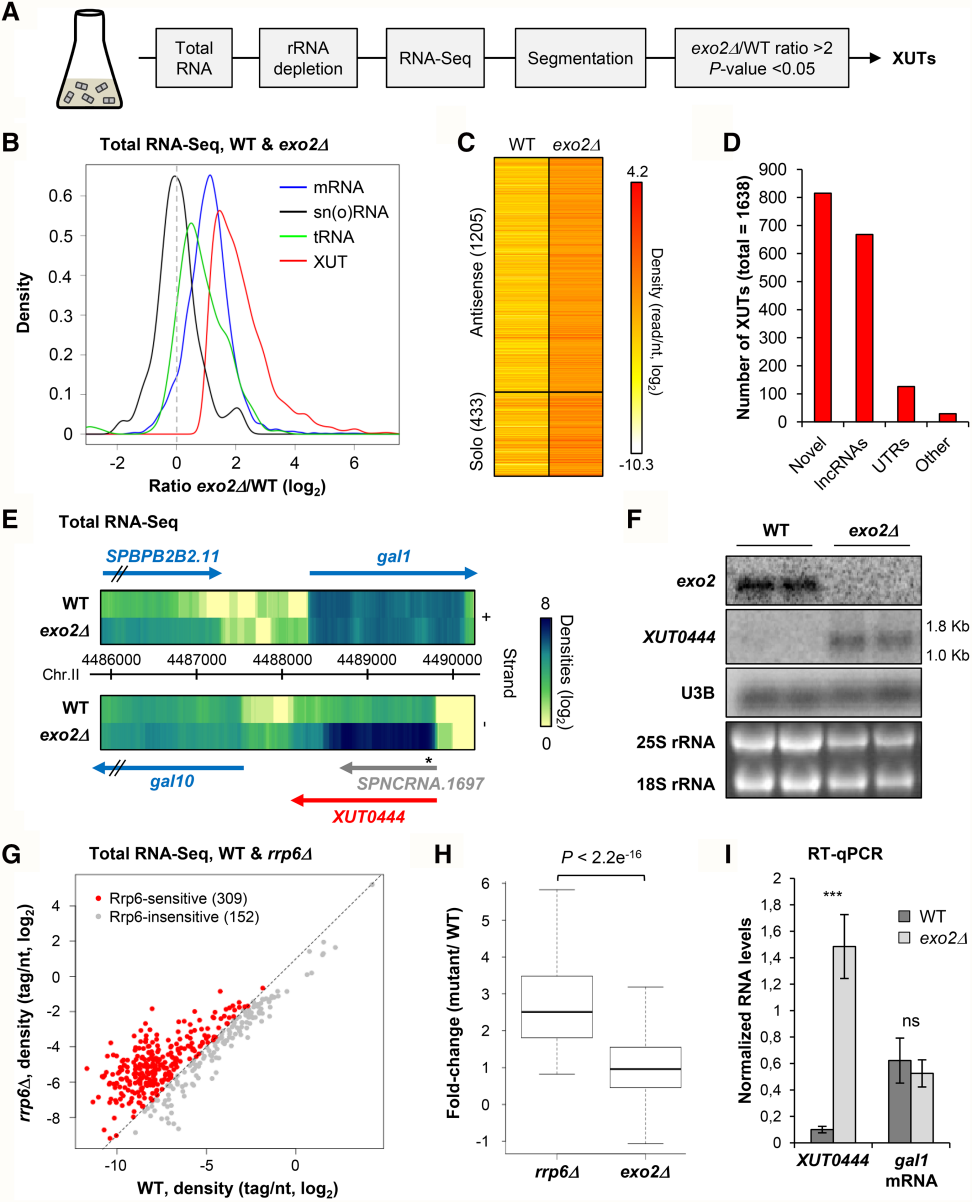
XUT lncRNAs landscape in fission yeast. (*A*) Experimental strategy overview. Total RNA was extracted from exponentially growing YAM2394 (WT) or YAM2397 (*exo2*Δ) cells. After rRNA depletion, strand-specific libraries were constructed and sequenced. Segmentation was performed from uniquely mapped reads. XUTs were identified as segments showing no overlap with ORF, an *exo2*Δ/WT ratio >2, and an adjusted *P* < 0.05 upon differential expression analysis. (*B*) Density plot of *exo2*Δ/WT signal ratio for mRNAs (blue), sn(o)RNAs (black), tRNAs (green), and XUTs (red) upon normalization on sn(o)RNAs. (*C*) Total RNA-seq signal for XUTs in WT and *exo2*Δ are shown as a heatmap. The number of antisense and solo XUTs is indicated. (*D*) Overlap (≥1 nt) between XUTs, previously annotated lncRNAs, UTRs, and other elements (pseudogenes, tRNAs). (*E*) Snapshot of total RNA-seq signal along *gal1* in WT and *exo2*Δ cells. Signal for the + and − strands are visualized as heatmaps in the *upper* and *lower* panels, respectively, using the VING software (Descrimes et al. 2015). The star indicates the position of the probe used to detect *XUT0444* in Fig. 3F. (*F*) Northern blot detection of *XUT0444* (antisense to *gal1*). Transcripts were detected from total RNA extracted from biological duplicates of YAM2394 (WT) and YAM2397 (*exo2*Δ) cells, using ^32^P-labeled oligonucleotides (listed in Supplemental Table S1). Levels of the 18S and 25S rRNAs are visualized from ethidium bromide staining of the gel. Size of the RNA ladder bands is indicated on the *side* of the *XUT0444* panel. *XUT0444* predicted size is 1.7 kb. (*G*) Identification of putative Rrp6-sensitive aslncRNAs. The RNA-seq signal antisense to the 461 genes with antisense transcription but no convergent TU or no annotated aslncRNA/asXUT was computed from previously published total RNA-seq data, obtained from WT and *rrp6*Δ cells (Zhou et al. 2015). Data are presented as a scatter plot of tag densities (log_2_ scale)*,* computed using uniquely mapped reads. The 309 putative Rrp6-sensitive aslncRNAs (*rrp6*Δ/WT ratio >2) are highlighted in red. The black dashed line indicates a twofold increase. (*H*) Box-plot of the *rrp6*Δ/WT and *exo2*Δ/WT ratios for the 309 putative Rrp6-sensitive antisense transcripts. The *P*-value obtained upon Wilcoxon rank-sum test is indicated. (*I*) RT-qPCR analysis of *XUT0444* and *gal1* mRNA levels in WT and *exo2*Δ cells. Strains YAM2400 (WT) and YAM2402 (*exo2*Δ) were grown in rich YES medium to mid-log phase. Levels of *XUT0444* and *gal1* mRNA were determined by strand-specific RT-qPCR from total RNA and normalized on U3B snoRNA level. Data are presented as mean ± standard deviation (SD), calculated from three biological replicates. (***) *P* < 0.001 upon *t*-test; ns, not significant.

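The 1205 antisense XUTs had a median density of 0.0228 and 0.0237 tag/nt in WT replicates 1 and 2, and of 0.0863 and 0.0890 tag/nt in replicates 1 and 2 of the libraries labelled *exo2*Δ. For the 433 solo XUTs, the medians were 0.0296 and 0.0346 tag/nt in WT, and 0.105 and 0.107 tag/nt in the other pair. The median log2 ratio was 2.00 for antisense XUTs (quartiles of 1.52 and 2.61) and 1.84 for solo XUTs (quartiles of 1.39 and 2.58). Between the replicate 1 libraries the medians of both groups were 2.02 and 1.88, and between the replicate 2 libraries 2.04 and 1.88. Antisense and solo XUTs had similar lengths, with medians of 564 and 518 nt, and similar depth, with medians of 29 and 35.25 reads per library.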

As in *S. cerevisiae*, most XUTs (1205, 73.6%) are antisense to protein-coding genes in *S. pombe* (Fig. 3C). Conversely, 1086 (21.2%) protein-coding genes have asXUTs in fission yeast. 

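A XUT was counted as antisense when it overlapped the annotated span of a protein-coding gene on the other strand by at least 50 nt, as in the methods of the paper. From the coordinates of the deposited table this gave 1205 of 1638 XUTs (73.6%), in 1266 asXUT/mRNA pairs, and 433 solo XUTs (26.4%). The overlap had a median length of 466.5 nt, with quartiles of 303 and 810 nt. Of the asXUTs, 60 lay opposite more than 1 gene. The count changed little with the overlap required, with 1219 antisense XUTs at a minimum of 1 nt and 1158 at a minimum of 200 nt.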

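The 1205 asXUTs covered 1086 of the 5129 protein-coding genes of the table (21.2%), of which 147 had more than 1 asXUT and one gene had 5. With a minimum overlap of 1 nt the number of genes was 1121, and with 200 nt it was 1034. Genes with an asXUT were less expressed in WT. Their mRNAs had a median density of 0.259 tag/nt in WT, against 0.505 tag/nt for mRNAs without asXUT, over the 1078 and 4001 mRNAs with at least 10 reads over the 4 libraries.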

GO term finder analysis showed that these genes are significantly enriched for genes involved in nucleic acid metabolism (*P* = 3.60 × 10^−5^), cellular response to DNA damage (*P* = 1.84 × 10^−2^), and chromosome organization (*P* = 3.03 × 10^−2^), but are depleted for genes involved in translation (*P* = 3.46 × 10^−3^).

Unexpectedly, only 128/589 (21.7%) genes for which the antisense signal could not be attributed to a convergent TU or a previously annotated aslncRNA turned out to have asXUT, leaving 461 genes for which the antisense signal origin remains unknown (Supplemental Fig. S3B). However, 309 of them might correspond to genes with antisense cryptic unstable transcripts (CUTs) targeted by the nuclear exosome (Wyers et al. 2005). Indeed, analysis of published total RNA-seq data from cells lacking the Rrp6 subunit of the exosome (Zhou et al. 2015) revealed a greater than twofold increase of the RNA signal antisense to these 309 genes, in the *rrp6*Δ mutant (Fig. 3G,H).

Finally, we asked whether asXUTs’ stabilization in *exo2*Δ correlates with paired-sense mRNAs down-regulation. Strand-specific RT-qPCR analyses on several asXUT/mRNA pairs revealed that this is not the case (Fig. 3I; Supplemental Fig. 3C–F), confirming the RNA-seq profiles (see Fig. 3E; Supplemental Fig. 3G–J). 

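In the RNA-seq data, the asXUT/mRNA pairs shown by the paper were compared in the 2 WT libraries and the 2 libraries labelled *exo2*Δ. *XUT1322* (chromosome I, 759536 to 760554, + strand) rose with a log2 ratio of 3.83 (standard error 0.15, adjusted p = 2.43e-06 from limma, and 8.15e-09 with the replicate block). Its paired-sense mRNA *puf5* (SPAC4G8.03c, 757915 to 762714) rose as well, from 0.0424 ± 0.00402 to 0.163 ± 0.00741 tag/nt (SD, n = 2 each). *XUT0194* (chromosome II, 477190 to 478743, − strand) had a log2 ratio of 4.02 (standard error 0.11), and *cdt1* (SPBC428.18, 477189 to 478738) one of 1.15 (standard error 0.12, adjusted p = 8.46e-05 from limma, and 4.29e-06 with the block). *XUT0647* (chromosome I, 3129622 to 3134464, − strand) had a log2 ratio of 3.70 (standard error 0.20), and *rev3* (SPAC688.10, 3129707 to 3134492) one of 1.07 (standard error 0.14, adjusted p = 3.01e-04 from limma, and 1.11e-04 with the block). *XUT0433* (chromosome II, 4429932 to 4431559, − strand) had a log2 ratio of 3.05 (standard error 0.15), while SPBC8E4.05c (4430181 to 4431679) was within the replicate error at -0.11 (standard error 0.27, adjusted p = 0.710 from limma, and 0.737 with the block), with 36 to 69 reads per library and a change of sign when WT replicate 1 was left out. The size of these changes depends on the scaling, and for *cdt1* and *rev3* so does the rise itself. With TMM factors over all features, *puf5* had a log2 ratio of 0.78, *cdt1* of -0.01, *rev3* of -0.10, and SPBC8E4.05c of -1.27, while the 4 asXUTs remained past the threshold. The values of *cdt1* and *rev3* were then within the replicate error (adjusted p = 0.920 and 0.560 from limma). The primer pairs of the RT-qPCR lie within the coding sequence of the mRNA and within the asXUT at all 4 loci. On assembly ASM294v3 they span 760124 to 760275 for *puf5*, 477701 to 477851 for *cdt1*, 3131745 to 3131893 for *rev3*, and 4430514 to 4430674 for SPBC8E4.05c.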

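Over all pairs, no relation by rank was found between the log2 ratios of asXUT and paired-sense mRNA. Across the 1258 pairs with at least 10 reads on the mRNA, Spearman's rho was 0.00622 (two-sided permutation test of rho, p = 0.826, pairs not being independent replicates). Pearson's r was 0.0595 and was not tested. The 1078 mRNAs with an asXUT had a median log2 ratio of 1.13, against 1.07 for the 4001 mRNAs without, a difference of 0.07 (two-sided permutation test across genes, p = 0.00988, genes not being replicates). The difference was 0.03 (p = 0.371 in the same permutation test) when only pairs and mRNAs with a mean of at least 50 normalized reads were kept, and it was -0.03 (p = 0.228) when genes were permuted within 20 bins of mean density, and -0.06 (p = 0.00500) within 20 bins of WT density, both alternatives chosen after seeing the data. Of the mRNAs with an asXUT, 95.6% had a ratio above 1 in the libraries labelled *exo2*Δ, and 2 were lower past the threshold. Of those without, 92.4% had a ratio above 1, and 12 were lower past the threshold. These counts rest on the sn(o)RNA normalization. The paper states from its RT-qPCR and these profiles that asXUT stabilization does not go with a lower level of the paired-sense mRNA.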

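With the normalization on sn(o)RNAs, 5079 of the 5129 protein-coding genes had at least 10 reads over the 4 libraries. Their median log2 ratio was 1.08 (quartiles of 0.64 and 1.48), with 1.07 between the replicate 1 libraries and 1.09 between the replicate 2 libraries, and 4727 mRNAs (93.1%) had a higher mean density in the libraries labelled *exo2*Δ. In limma's test, 2782 mRNAs were higher and 14 lower past the threshold of a log2 ratio of 1 and an adjusted p of 0.05, and 2776 and 14 with the replicate block. tRNAs had a median log2 ratio of 0.72 (0.70 and 0.77 between the replicate 1 and replicate 2 libraries), over 161 tRNAs. The 1794 annotated lncRNAs with at least 10 reads had a median of 1.09. Of these lncRNAs, 899 were higher and 57 lower past the threshold, and 895 and 61 with the block. Some of them share reads with XUTs of the same strand. The XUT median was 0.88 above that of mRNAs, but XUTs were selected for a ratio above 2 in these same libraries. The level of mRNAs relative to XUTs depends on the scaling only through the pseudocount. The level relative to WT does, and scalings over all features, most of which are mRNAs, set the mRNA median near 0 by construction. With TMM factors over all features the median of mRNAs was -0.09, and 272 mRNAs were higher and 476 lower past the threshold. With the median of ratios over all features it was -0.13, with 250 higher and 515 lower, and after scaling on total reads it was 0.59, with 1223 higher and 93 lower. Among mRNAs with a mean of at least 50 normalized reads, the largest rises were those of *shu1* (SPAC1F8.02c, chromosome I, 85566 to 86324), with 7 and 0 reads in WT against 180 and 200, SPAC869.01 (chromosome I, 5521275 to 5523181), with 1 and 2 reads in WT against 99 and 88, which is at least 41.4-fold higher, and SPBPB8B6.02c (chromosome II, 44694 to 46836), with a log2 ratio of 6.12 (standard error 0.19, adjusted p = 2.01e-06 from limma, and 2.17e-09 with the block). The largest falls were those of *pan3* (SPAC1B1.04c), with a log2 ratio of -1.68 (standard error 0.13), *pgk1* (SPBC14F5.04c), with -1.51 (standard error 0.07), and *ctt1* (SPCC757.07c), with -1.44 (standard error 0.07). Their adjusted p-values from limma were 1.76e-05, 3.00e-06 and 4.47e-06, and 9.70e-09, 3.57e-08 and 3.87e-08 with the block. These directions follow the labels, the density of *exo2* not being lower in the libraries labelled *exo2*Δ with the sn(o)RNA normalization. The paper proposes that the higher level of mRNAs goes with the role of Xrn1/Exo2 in mRNA turnover.

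**Figure D3:**
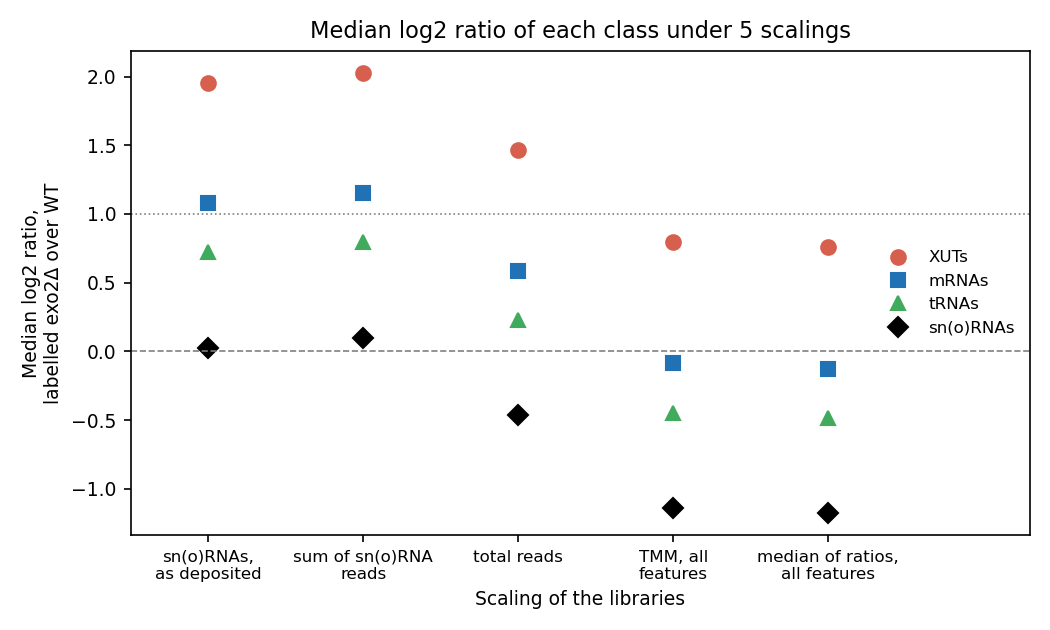
Median log2 ratio (libraries labelled *exo2*Δ over WT) of XUTs, mRNAs, tRNAs and sn(o)RNAs on the vertical axis, under 5 scalings of the libraries on the horizontal axis. The dashed line marks 0 and the dotted line the threshold of 1. The mRNA median lies between -0.13 and 1.15. A scaling moves all classes by nearly the same amount, so that the order of XUTs and mRNAs is not tested here. The XUTs were selected for a ratio above 2 in these same libraries.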

Actually, mRNAs globally accumulate in *exo2*Δ (see Fig. 3B), which is consistent with the role of Xrn1/Exo2 in mRNA turnover, hence hiding the possible regulatory effect of the paired-asXUTs. The question of the effect of asXUT on sense mRNA levels should therefore be addressed in other genetic contexts or physiological conditions for which asXUTs are up-regulated, without inactivating Exo2.

In summary, antisense transcription originates not only from convergent but also from bona fide antisense TU. Among the latter, a majority gives rise to cryptic lncRNAs that are mainly degraded by Exo2 (XUTs), or for a smaller number of cases by Rrp6 (CUTs).

### Antisense XUTs are insulated from RNAi in fission yeast

The observation that the majority of XUTs are also antisense in *S. pombe* raised the question of their interrelation with the RNAi machinery that could in theory generate siRNAs from mRNA/asXUT duplexes, which were shown to exist in *S. cerevisiae* (Wery et al. 2016). Small transcriptome analysis in WT and *exo2*Δ cells filtering 18- to 30-nt small RNAs showed no enrichment of tags in asXUTs (Fig. 4A,B). Similarly, for the mRNAs with asXUTs, we observed no difference of tags densities in the regions overlapped by the asXUTs (i.e., putative dsRNA structure) compared to “solo” (not overlapped) regions in the same mRNAs (Supplemental Fig. S4A). In addition, the reads mapped on these regions did not show the typical size (22–23 nt) expected for genuine siRNAs produced by Dicer in *S. pombe* (Supplemental Fig. S4B,C).

**FIGURE 4.**
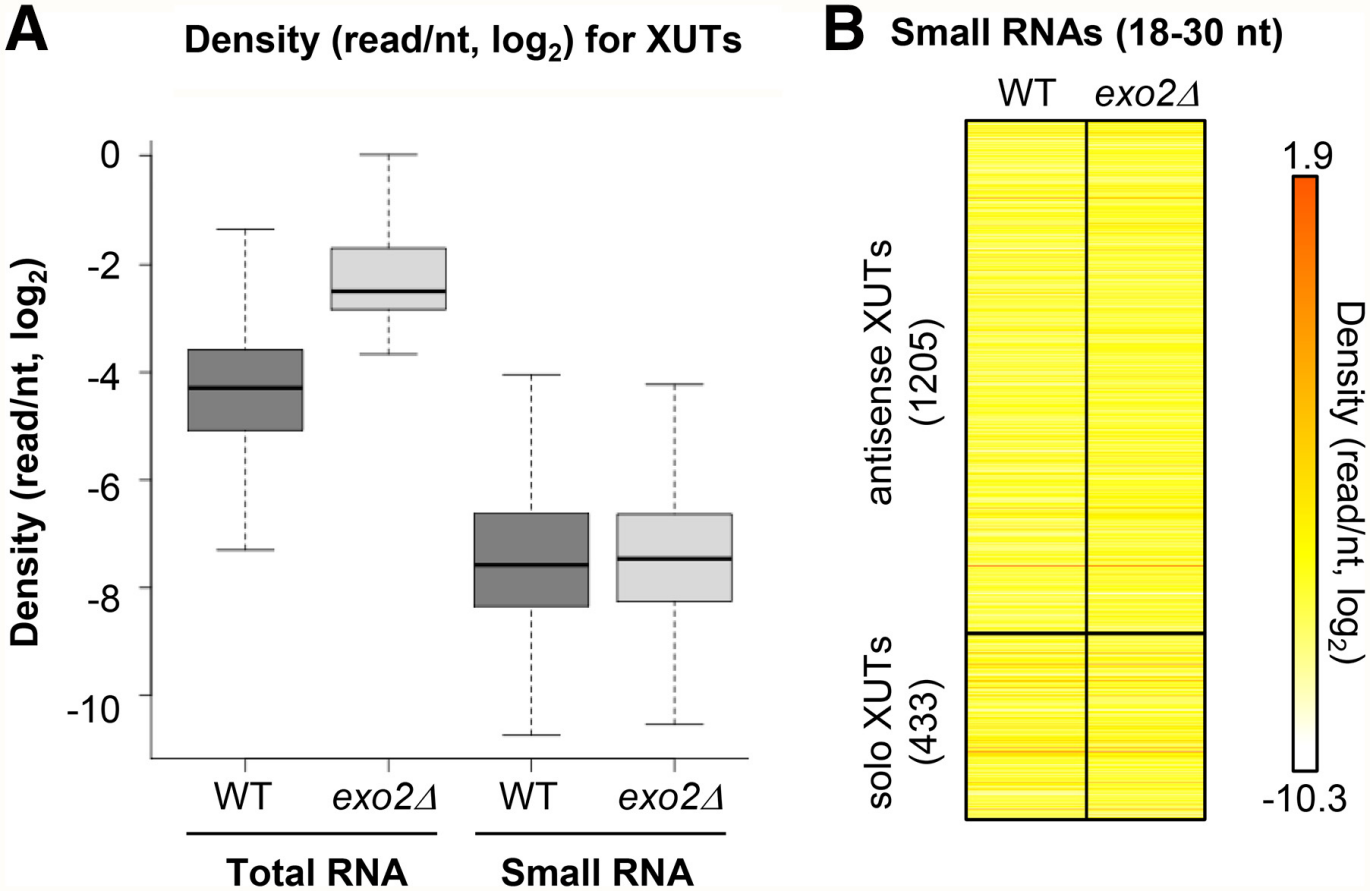
Antisense XUTs are insulated from RNAi in fission yeast. (*A*) Box-plot of tag density (tag/nt, log_2_ scale) for XUTs computed using uniquely mapped reads obtained from sequencing of total or small RNA in YAM2394 (WT) and YAM2397 (*exo2*Δ) strains. (*B*) Heatmap visualization of 18- to 30-nt small RNAs density (tag/nt, log_2_ scale) for antisense and solo XUTs in the WT (YAM2394) and *exo2*Δ (YAM2397) strains.

Together, these observations suggest that asXUTs do not form dsRNA or more likely that Dicer and asXUTs are in distinct subcellular compartments. Indeed, XUTs presumably localize into the cytoplasm where they are targeted by Exo2 while Dicer is restricted to the nucleus and associates to specific chromosomal regions, mainly the centromeric repeats (Woolcock and Bühler 2013). Accordingly, we observed that the majority of small RNAs in WT and *exo2*Δ strains are 22- to 23-nt RNAs derived from centromeric repeats (Supplemental Fig. S4D,E).

In conclusion, asXUTs coexist with RNAi but are not targeted by it in fission yeast.

### Expression of asXUTs is associated to specific patterns of histone modifications

Not surprisingly, according to the negative correlation between sense and antisense transcription described above, asXUT-associated genes in WT cells were significantly less transcribed than those without asXUT (Supplemental Fig. S5A,B). Since active transcription is often correlated with histone acetylation at the promoter of genes (Smolle and Workman 2013), we asked whether promoters of asXUT-associated genes display defects of histone acetylation. To test this, we measured acetylation of histone H3 lysine 14 (H3K14ac) and histone H4 lysines 5/8/12/16 (H4ac) in WT cells using ChIP-seq. We observed reduced H3K14ac and H4ac levels upstream of the promoter of genes with asXUT (Fig. 5A,B), probably reflecting their low transcription. On the other hand, asXUT-associated genes displayed significantly higher levels of H3K14ac and H4ac across the gene body (Fig. 5A,B; see also Supplemental Fig. S5C,D). This is consistent with recent observations showing that H3 acetylation is high along genes with antisense transcription in *S. cerevisiae* (Murray et al. 2015).

**FIGURE 5.**
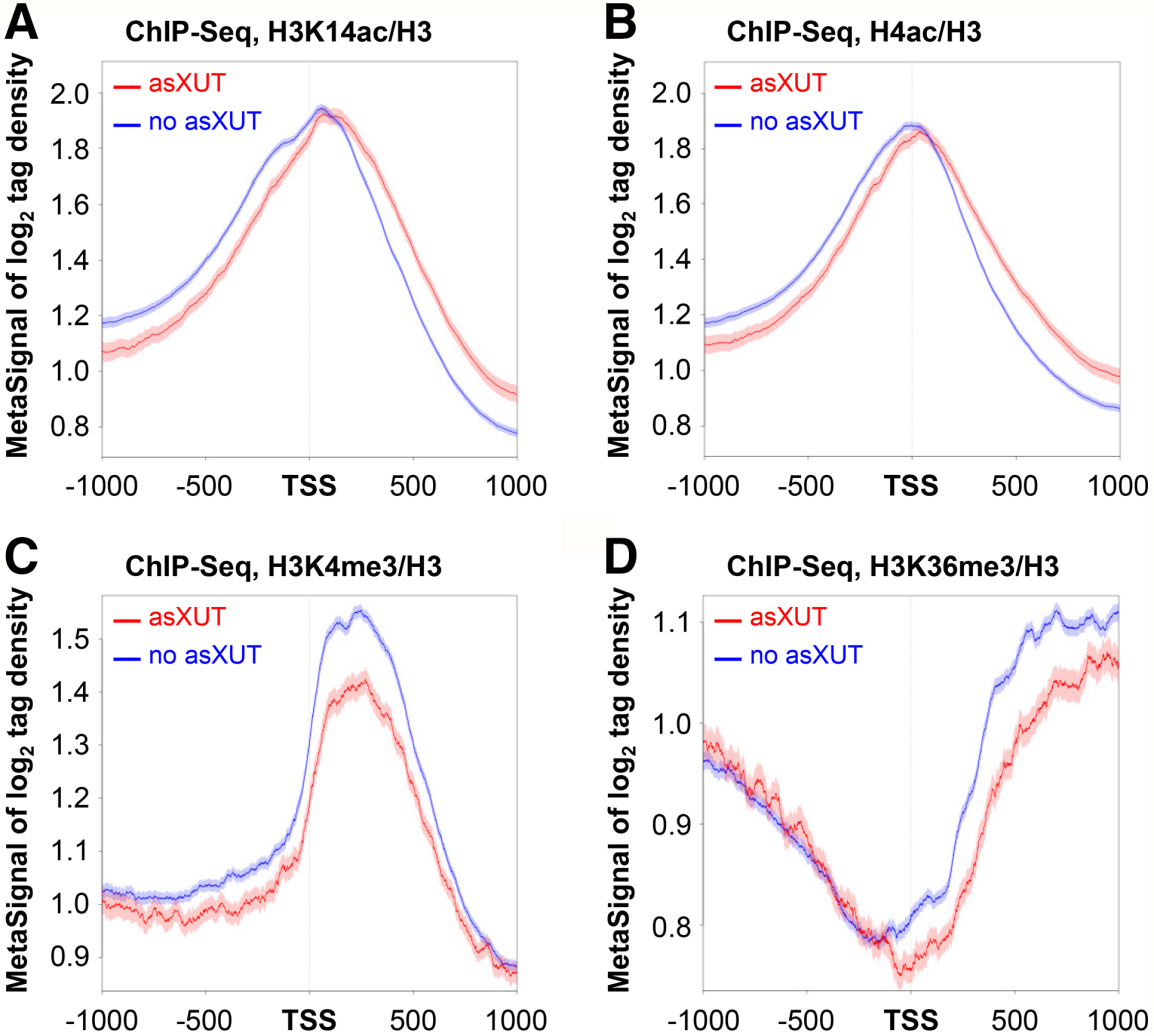
Expression of asXUTs is associated to changes of histone modifications patterns. (*A*) Metagene view of H3K14ac levels in WT cells for genes with (red lines) or without (blue lines) asXUTs. Biological duplicates of YAM2400 (WT) cells were grown to mid-log phase in rich medium. After cross-linking, chromatin extraction and sonication, histone H3 and H3K14ac were immunoprecipitated. Coprecipitated DNA fragments were purified and used to construct ChIP-seq libraries. Metagene representation of signal for each class of genes was performed as above, in a strand-unspecific manner, using ratio of coverage (log_2_) for H3K14ac and H3. The shading surrounding each line denotes the 95% confidence interval. (*B*) Same as above for H4K5/8/12/16 acetylation (H4ac). (*C*) Metagene view of H3K4me3 levels in WT cells for genes with (red lines) or without (blue lines) asXUTs. Analysis was performed as described above, using previously published ChIP-seq data for H3K4me3 and H3 (DeGennaro et al. 2013). Data are presented as above. (*D*) Same as above for H3K36me3, using previously published ChIP-seq data for H3K36me3 and H3 (DeGennaro et al. 2013).

Trimethylation of histone H3 lysine 4 (H3K4me3) in the 5′ region of genes and of histone H3 lysine 36 (H3K36me3) across the gene body are two other hallmarks of active transcription (Smolle and Workman 2013; Howe et al. 2017). In budding yeast, genes with antisense transcription display reduced H3K4me3 and H3K36me3 levels (Murray et al. 2015). Using previously published ChIP-seq data (DeGennaro et al. 2013), we observed that genes with asXUTs in fission yeast also display significantly lower levels of H3K4me3 in the 5′ region (Fig. 5C; Supplemental Fig. S5E) and H3K36me3 across the gene body (Fig. 5D; Supplemental Fig. S5F), which might also reflect their low transcription.

Interestingly, we observed similar patterns of histone modifications across the body of the 925 nonconvergent genes for which we detected nascent antisense transcription signal using NET-seq (see Supplemental Fig. 5G–J), reinforcing the idea that antisense transcription is associated to conserved specific histone modifications, and that asXUTs constitute genuine antisense TUs.

Together, these data indicate that asXUTs’ expression in WT cells is associated to several chromatin marks. The observations of similar patterns of histone modifications for genes subject to antisense transcription in budding yeast further suggests a possible conservation across evolution of a signature associated to antisense transcription, at the chromatin level.

### Spt6 represses expression of cryptic antisense XUTs

Spt6 is a conserved histone chaperone that was shown to modulate intragenic and antisense transcription in fission yeast (DeGennaro et al. 2013). In addition, it is required for H3K4me3 and H3K36me3 (DeGennaro et al. 2013). As genes with asXUTs display reduced levels of both histone modifications, we investigated whether asXUTs’ expression is controlled by Spt6.

To test this, we analyzed published RNA-seq data from WT and *spt6-1* cells, shifted for 2 h at 37°C (DeGennaro et al. 2013). We observed significant overexpression for 871 XUTs upon heat inactivation of Spt6 (Supplemental Fig. S6A), 746 (86%) of which are antisense (Fig. 6A). This significant enrichment of asXUTs within the set of Spt6-sensitive XUTs (χ^2^test, *P* < 0.00001) is consistent with the role of Spt6 in repressing antisense transcription (DeGennaro et al. 2013). Although it is hazardous to draw any conclusion about transcription from RNA-seq data, we hypothesize that these asXUTs accumulate in *spt6-1* cells due to an increase of their synthesis rather than to a change in their decay, as Exo2 is present and probably fully active in these conditions (otherwise, most XUTs would be expected to accumulate).

**FIGURE 6.**
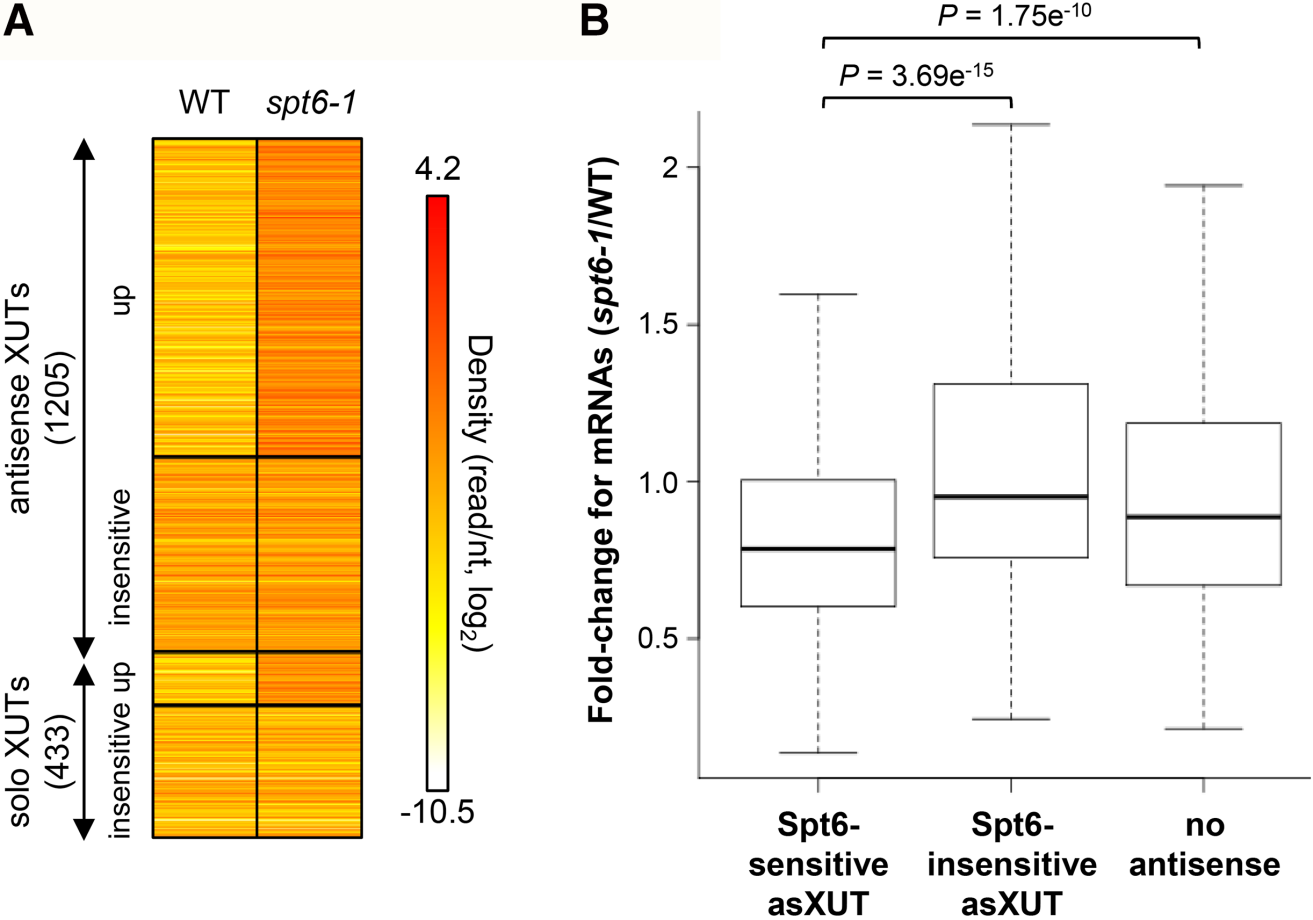
Spt6 represses the expression of a subset of asXUTs. (*A*) XUTs’ accumulation in *spt6-1* cells of *S. pombe*. Densities (tag/nt) for XUTs, computed from previously published poly(A)^+^ RNA-seq data from WT and *spt6-1* cells shifted at 37°C for 2 h (DeGennaro et al. 2013), are shown as a heatmap. Among the 1205 antisense and 433 solo XUTs, 746 and 125 accumulate upon Spt6 inactivation (mutant/WT ratio >2, *P* < 0.05), respectively. (*B*) Effect of Spt6 inactivation on mRNAs. Densities were computed as described above for mRNAs, the asXUT of which accumulated (683) or not (403) in *spt6-1* cells, and for mRNAs without antisense (1221). For each mRNA within each of these categories, the *spt6-1*/WT ratio of density was computed. Data are presented as a box-plot. *P*-values obtained upon Wilcoxon rank-sum test are indicated.

Next, we asked whether the overexpression of asXUTs in *spt6-1* cells could be related to any down-regulation on the paired-sense mRNA. Specifically, we observed that mRNAs with a Spt6-sensitive asXUT showed a significantly higher reduction compared to those with a Spt6-insensitive asXUT or without antisense (Fig. 6B; see also Supplemental Fig. S6B). However, for the same reason as mentioned above, it is difficult to determine whether this effect occurs at the transcriptional or post-transcriptional level, and whether it is mediated by a change of asXUT synthesis or by the transcript itself.

In summary, asXUTs’ expression is controlled by Spt6, the loss of which results in the accumulation of a large subset of asXUTs, and this correlates with a down-regulation of the paired-sense mRNA, possibly reflecting a sense/antisense attenuation mechanism.

### A subset of antisense XUTs is up-regulated during meiosis induction

The data presented above showed that XUTs accumulate upon inactivation of Exo2, and also of Spt6 for a subset of them. We asked whether XUTs could also respond to particular environmental conditions.

In budding and fission yeasts, subsets of lncRNAs have been shown to respond to sexual differentiation (Bitton et al. 2011; Lardenois et al. 2011). To test whether this is also the case for XUTs in *S. pombe*, we analyzed published RNA-seq data from *pat1-114* diploid cells (mutated for the meiotic inhibitor Pat1), collected before and after 2, 4, 6, and 8 h of meiosis induction (Bitton et al. 2015). We observed significant accumulation (greater than twofold enrichment and *P* < 0.05) for 724 XUTs, in at least one time point (Supplemental Fig. S7A,B). Among these XUTs, 561 are antisense and 441 correspond to novel transcripts, not annotated before this work.

Importantly, overexpression of meiosis-sensitive asXUTs correlated with paired-sense mRNAs’ down-regulation. First, we observed a global down-regulation of mRNAs for which the paired-asXUTs accumulated at least after 8 h of meiosis induction (median T8/T0 fold-change = 0.61; Fig. 7A,B). Second, using the signal (RPKM) for each asXUT and its paired-sense mRNA at each time point during meiosis induction, we determined the Pearson's correlation coefficient for each pair of asXUT/mRNA (for an illustrative example, see Supplemental Fig. S7C,D). We observed a significant difference in asXUT/mRNA correlations depending on whether the asXUT responded to meiosis induction or not (Fig. 7C, *P* = 7.842 × 10^−13^, Wilcoxon rank-sum test), with asXUTs globally anti-correlated to sense mRNA levels when the asXUT was meiosis-responsive (median = −0.48), but not when it was unaffected (median = −0.10).

**FIGURE 7.**
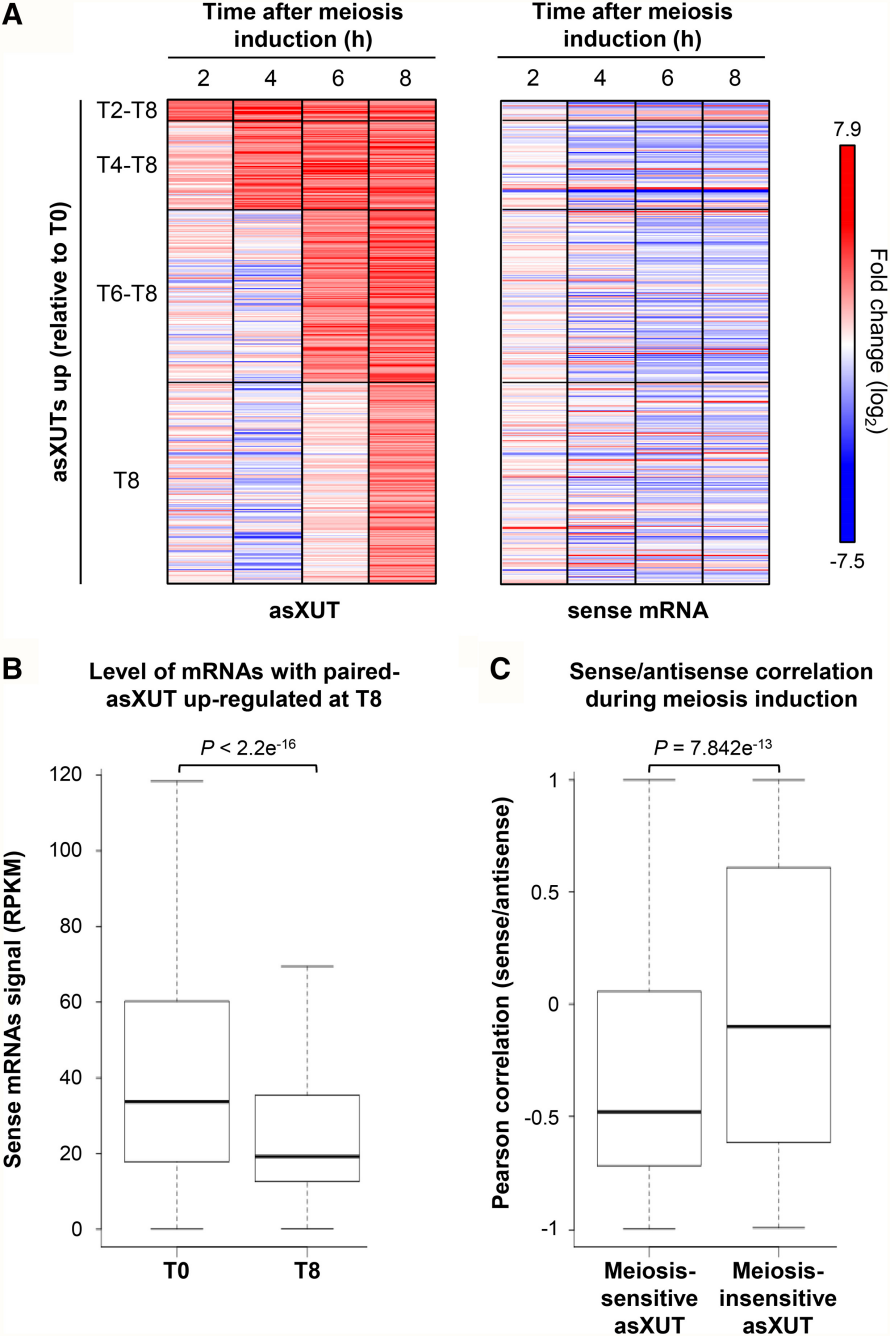
Overexpression of meiosis-responsive asXUTs correlates with paired-sense mRNA down-regulation during meiosis induction. (*A*) Signal (RPKM) for asXUTs and sense mRNAs in *pat1-114* diploid cells collected before (T0) or after 2, 4, 6, or 8 h of meiosis induction (T2-8) were computed from previously published RNA-seq data (Bitton et al. 2015). From these data, we selected 453 asXUTs showing significant accumulation at least at T8 (T8/T0 fold-change >2, *P* < 0.05). For each of these asXUTs and their paired-sense mRNAs, the fold-change relative to T0 was computed for each time point. Data are presented as heatmaps. (*B*) Box-plot of signal (RPKM) at T0 and T8 for mRNAs with significantly up-regulated paired-asXUT at T8. The *P*-value obtained upon Wilcoxon rank-sum test is indicated. (*C*) Box-plot of Pearson's correlation coefficients for mRNA/asXUT pairs during meiosis induction. For each pair of mRNA/asXUT, a Pearson's correlation coefficient was computed from the signal (RPKM) for the mRNA and its paired-asXUT, at each time point. The distribution of the correlation coefficient was then analyzed as a box-plot for mRNAs with a meiosis-responsive asXUT (525) or with a meiosis-insensitive asXUT (561). The *P*-value obtained upon Wilcoxon rank-sum test is indicated.

Thus, XUTs respond to meiosis induction, and overexpression of meiosis-responsive asXUTs correlates with global paired-sense down-regulation, providing supportive evidence that sense/antisense modulation is dynamic and is a general property of the majority of meiotic genes.

## DISCUSSION

In this work, we combined nascent transcription measurement with cryptic aslncRNAs profiling. We revealed that antisense transcription in fission yeast concerns the majority of protein-coding genes and correlates with low sense expression. We propose that antisense transcription affects sense transcription directly in *cis*, and also in *trans* through regulatory aslncRNAs.

Identification of aslncRNAs using RNA-seq or microarray has provided evidence for antisense transcription in many organisms, including fission yeast. However, these approaches based on mature RNA detection underestimate the accurate extent of antisense transcription. Here, using NET-seq, which currently constitutes the state of the art technique to measure nascent transcription per se, independently of post-transcriptional RNA degradation, in a strand-specific manner (Churchman and Weissman 2011), we detected an antisense transcription signal for 68% of protein-coding genes in fission yeast. Cumulatively, combining the evidence at the transcription (NET-seq) and/or at the RNA level (annotated aslncRNA/asXUT), antisense transcription could concern up to 3905 genes (76.9%) in fission yeast (see Supplemental Fig. S3B), considerably extending the current antisense catalog.

What is the effect of antisense transcription? We observed a global anti-correlation relationship with sense transcription, genes with antisense being significantly less transcribed than genes without antisense. Strikingly, levels of sense transcription decrease as the overlap by the nascent antisense transcription signal increases. This observation is consistent with previous measurements of sense mRNA synthesis using RNA labeling (Eser et al. 2016). In addition, among all the genes displaying antisense transcription, we noted that those for which the antisense signal overlaps the TSS are significantly less transcribed. Interestingly, previous microarray analyses in budding yeast have shown that genes with TSS overlapped by antisense transcripts display more variable expression (Xu et al. 2011). However, this conclusion based on steady-state RNA measurement would be impacted by additional parameters such as RNA (de)stabilization or trafficking, possibly linked to dsRNA formation. Here, our data not only reinforce this idea that the overlap of the sense TSS is a key determinant for the antisense-associated regulation of sense gene expression but provide evidence that the effect occurs at the level of nascent transcription. Similar observations have been recently made in mammalian cells (Mayer et al. 2015; Chen et al. 2016), suggesting that the underlying mechanism could be conserved across evolution.

At the RNA level, the produced aslncRNAs appeared to be cryptic transcripts, mainly degraded by the Xrn1/Exo2-dependent 5′–3′ cytoplasmic RNA decay pathway. Inactivation of Exo2 resulted in the stabilization of 1638 XUTs, including 815 novel and 1205 antisense transcripts. Combined to the current annotation in *S. pombe*, this would give at least 2824 annotated lncRNAs, with 1895 antisense, among which 1205 are XUTs. However, it is possible that the number of aslncRNAs is still underestimated since some of them might be targeted by RNA decay machineries other than Exo2, such as the nuclear exosome. Consistent with this idea, 309 of the 461 genes for which the antisense transcription signal could not be attributed to a convergent TU or an annotated aslncRNA/asXUT displayed an antisense RNA signal sensitive to Rrp6, which might correspond to CUTs.

XUTs are cryptic transcripts targeted by Xrn1/Exo2. One key point is to determine whether they can accumulate in biological conditions other than mutants defective for Xrn1/Exo2. If so, of particular importance would be to show any paired-sense gene regulation associated to this accumulation. In this regard, we defined a set of Spt6-sensitive asXUTs that accumulated upon inactivation of the conserved histone chaperone Spt6. More importantly, we identified a subset of asXUTs accumulated during meiosis induction. In both cases, asXUT accumulation correlated with paired-sense gene down-regulation. However, in the absence of NET-seq data that could allow precisely addressing the levels of sense and antisense transcription in these conditions, we cannot exclude that the observed down-regulation of sense mRNA levels results, at least in part, from a *cis* effect (i.e., increase of asXUT transcription) rather than from an asXUT-mediated effect in *trans*.

A key question for aslncRNAs is to determine their relationship with RNAi. Several examples of aslncRNAs have been described to control the paired-sense gene transcription independently of siRNA in plants (Swiezewski et al. 2009) and mammals (Yu et al. 2008), indicating that regulatory aslncRNAs can escape the nuclear and cytoplasmic RNAi pathways. Fission yeast is an excellent model for RNAi-mediated transcriptional gene silencing, and extensive studies have described the mechanism of action and the interplay with chromatin marks. Here we show that asXUTs are not targeted by RNAi in *S. pombe*. One possibility is that asXUTs and paired-sense mRNAs do not coexist within the same cells, or do not form dsRNA. In *S. cerevisiae*, sense/antisense pairing has been debated, as it was first reported that sense and antisense transcripts never coexist in the same cell (Castelnuovo et al. 2013). However, recent studies confirmed that although transcribed in a bimodal fashion, sense and antisense RNAs can coexist within the same cell (Nguyen et al. 2014; Lenstra et al. 2015) and form dsRNA structures in vivo (Drinnenberg et al. 2011; Sinturel et al. 2015; Wery et al. 2016). In *S. pombe*, the most likely explanation is that Dicer and the asXUT/mRNA duplexes are prevented for interaction due to different subcellular localization. This would fit with the idea that Exo2 acts in the cytoplasm while Dicer is restricted to the nucleus and localizes to specific chromosomal regions, mainly the centromeric repeats (Woolcock and Bühler 2013). Further work will be required to determine whether asXUTs can also form dsRNA in vivo in fission yeast, and whether this is important for the regulation of paired-sense genes.

In conclusion, our work revealed that antisense transcription in fission yeast is much more extended than previously expected, and contributes to regulate gene expression, in *cis* but also probably in *trans*, through the production of regulatory aslncRNAs. We propose that antisense transcription constitutes a widespread nonpromoter determinant for fine-tuning of gene expression. The cytoplasmic 5′-end RNA decay plays a key role in controlling aslncRNAs, from budding to fission yeasts. The high conservation of Xrn1 in the eukaryotic tree opens the fundamental questions of the existence of asXUT and of their regulatory activity in higher eukaryotes, adding an additional layer to gene regulation complexity.

## MATERIALS AND METHODS

### Yeast strains and media

Strains YAM2394 (*h^+^ ade6-M210 ura4-D18 leu1-32*) and YAM2397 (*h^+^ ade6-M210 ura4-D18 leu1-32 exo2Δ::kanMX4*) were purchased from Bioneer and verified by PCR on genomic DNA and northern blot. Strain YAM2402 (*h^−^ exo2Δ::kanMX4*) was constructed by deleting *exo2* in the YAM2400 (*h*^−^), then verified by PCR on genomic DNA. Strain YAM2492 (*h^−^ rpb3-flag::natMX6*) was constructed by transformation, then verified by PCR on genomic DNA and western blot. All strains were grown at 32°C to mid-log phase in YES medium (MP Biomedicals).

### NET-seq

NET-seq analysis was performed from two biological replicates of strain YAM2492 (*rpb3-flag*). Libraries were constructed as previously described (Churchman and Weissman 2011, 2012; Marquardt et al. 2014), starting from 1 L of exponentially growing (OD_595_ 0.7–0.8) cells. RNAPII was immunoprecipitated using anti-FLAG M2 affinity gel (Sigma-Aldrich), then recovered upon two successive elution steps using FLAG peptide (Sigma). Ligation of DNA 3′-linker was performed from 2–3 µg of purified nascent RNA (i.e., coimmunoprecipitated with RNAPII; IP samples) and total RNA (input samples). Ligated RNAs were then submitted to alkaline fragmentation for 20 min at 95°C. Single-end sequencing (50 nt) of the libraries was performed on a HiSeq 2500 sequencer, giving between 20 and 50 million reads. After trimming of the 5′-adapter, reads were uniquely mapped to the reference genome (ASM294v2.30) using version 0.12.8 of Bowtie (Langmead et al. 2009), with a tolerance of two mismatches, giving 7.1–9.8 million uniquely mapped reads.

Data were normalized on the total number of uniquely mapped reads, for each sample. As a reference for absence of transcription, we used a set of 50 protein-coding genes, showing the lowest nascent transcription signals (IP samples) and low total RNA levels (input samples). These genes were selected after filtering out the genes for which the signal was equal or close to zero as no (or very few) reads could be uniquely mapped, due to the high content of repetitive sequences. This was manually checked using the NET-seq signals (IP and input) and also the ChIP-seq signals (IP) for histone H3.

Snapshots were produced using the VING software (Descrimes et al. 2015).

### Analysis of convergent TU

A gene was considered as convergent to another TU [protein-coding gene, sn(o)RNA, tRNA, lncRNA] when (i) the distance between its annotated 3′ coordinate and the convergent TU one was <500 bp, and (ii) the nascent transcription signals overlap on ≥50 nt with a coverage ≥1 read/nt per strand, in each biological replicate.

### Total RNA extraction

Total RNA was extracted from exponentially growing cells using standard hot phenol procedure, resuspended in nuclease-free H_2_O (Ambion) and quantified using a NanoDrop 2000c spectrophotometer. Quality and integrity of extracted RNA was checked by analysis in an RNA 6000 Pico chip in a 2100 bioanalyzer (Agilent).

### Northern blot

Ten micrograms of total RNA were loaded on denaturing 1.2% agarose gel and transferred to Hybond-XL nylon membrane (GE Healthcare). ^32^P-labeled oligonucleotide probes (listed in Supplemental Table S1) were hybridized overnight at 42°C in ULTRAhyb-Oligo hybridization buffer (Ambion).

### RT-qPCR

Strand-specific reverse transcription (RT) reactions were performed from at least three biological replicates, using 1 µg of total RNA and the SuperScriptII Reverse Transcriptase Kit (Invitrogen), in the presence of 6.25 µg/mL actinomycin D. For each sample, a control without RT was included. Subsequent quantitative real-time PCR was performed on technical duplicates, using a LightCycler 480 instrument (Roche). Oligonucleotides used are listed in Supplemental Table S1.

### Total RNA-seq

Total RNA-seq analysis was performed from two biological replicates of the YAM2394 (WT) and YAM2397 (*exo2*Δ) strains. Ribosomal RNAs were depleted from total RNA using the RiboMinus Eukaryote v2 Kit (Life Technologies). Depletion efficiency and quality of rRNA-depleted RNA was assessed by analysis in RNA Pico 6000 chip for 2100 Bioanalyzer (Agilent).

Total RNA-seq libraries were prepared from 125 ng of rRNA-depleted RNA using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina). Paired-end sequencing (2 × 50 nt) was performed on a HiSeq 2500 sequencer. Reads were mapped using version 2.0.6 of TopHat, with a tolerance of three mismatches and a maximum size for introns of 2 kb. Tag densities were normalized on sn(o)RNA levels for all subsequent analyses.

### Annotation of XUTs

Segmentation was performed using the ZINAR algorithm (Wery et al. 2016). Briefly, the uniquely mapped reads from the *exo2*Δ biological duplicates were pooled. A strand-specific signal was then computed for each nucleotide as the number of times it is covered by a read or the insert between two paired reads. After log_2_ transformation, the signal was smoothed using a 10–200-nt sliding window (with 10-nt increments). All genomic regions showing a smoothed log_2_ signal value above a threshold (ranging from 1.44 to 216, with 1.44 increments) were reported as segments. XUTs were defined as ≥200 nt segments that do not overlap ORF and that show a greater than twofold enrichment in *exo2Δ* vs WT, with a *P*-value (adjusted for multiple testing with the Benjamini–Hochberg procedure) <0.05 upon differential expression analysis using DESeq (Anders and Huber 2010). In total, 3000 segmentations with different sliding window size and threshold parameters were tested, among which we selected the one showing the best compromise between XUT and mRNA detection. A XUT was reported as antisense when the overlap with the sense mRNA was ≥50 nt.

### Identification of Spt6-sensitive and meiosis-responsive XUTs

Previously published poly(A)^+^ RNA-seq data from WT and *spt6-1* cells shifted at 37°C for 2 h (DeGennaro et al. 2013), and from *pat1-114* diploid cells collected before or after 2, 4, 6, or 8 h of meiosis induction (Bitton et al. 2015) were retrieved from the NCBI Gene Expression Omnibus (accession number: GSE49573) and from the NCBI BioProject (accession number: PRJEB7403, samples ERS555597-606), respectively. Differential expression analyses were performed using DESeq (Anders and Huber 2010) upon normalization on the total number of uniquely mapped reads. Up-regulated XUTs were defined on the basis of a minimum twofold enrichment and a *P*-value <0.05 (adjusted for multiple testing with the Benjamini–Hochberg method).

### Small RNA-seq

Small RNA-seq libraries from YAM2394 (WT) and YAM2397 (*exo2*Δ) strains were constructed according to the Small RNA Sample Preparation Guide (Illumina) using 10- to 40-nt small RNAs purified from total RNA on 15% TBE–urea PAGE. Single-end sequencing (40 nt) of libraries was performed on a Genome Analyzer IIx (Illumina). After adapter sequences trimming, reads were uniquely mapped using the version 0.12.8 of Bowtie (Langmead et al. 2009), with a tolerance of three mismatches. Mapping on centromeric repeats was performed using the version 0.12.9 of Bowtie, with a three mismatches tolerance, reporting all alignments per read.

### ChIP-seq

ChIP-seq analysis was performed from two biological replicates of YAM2394 (WT) cells. Briefly, exponentially growing (OD_595_ 0.5) cells were fixed for 10 min at room temperature using formaldehyde (1% final concentration), then glycine was added (0.4 M final concentration). Histone H3, H3K14ac and H4K5/8/12/16ac were immunoprecipitated using ab1791 (Abcam), 07-353 (Millipore), and 05-1355 (Millipore) antibodies, respectively.

Libraries were prepared from 5 ng of “input” or “IP” DNA using the TruSeq ChIP Sample Preparation Kit (Illumina). Single-end sequencing (50 nt) was performed on a HiSeq 2500 sequencer. Reads were uniquely mapped using version 2.1.0 of Bowtie2 (Langmead and Salzberg 2012), with a tolerance of one mismatch in seed alignment.

### Statistical tests

The Wilcoxon rank-sum test was used for the analysis of data sets showing non-normal distribution (normality was assessed using the Shapiro–Wilk test). The *t*-test was used for analysis of RT-qPCR data.

## DATA DEPOSITION

Raw sequences have been deposited to the NCBI Gene Expression Omnibus (accession number GEO: GSE72382). Accession numbers for previously published RNA-seq data are GSE64992 (*rrp6*), GSE49573 (*spt6*), and PRJEB7403 (meiosis; sample accession ERS555597-606). Genome browsers for visualization of processed data are publicly accessible at http://vm-gb.curie.fr/mw1.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast
**Source:** RNA. 2018 Feb;24(2):196–208. doi: 10.1261/rna.063446.117
**Supplement:** Supplemental Material

Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast — Supplemental Material 

# Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast

## Supplemental Material

- Supplemental\_Figure\_Legends.docx
- Supplemental\_Table\_S1.pdf
- Supplemental\_Figures.pdf

# Supplementary material for: Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast
**Source:** RNA. 2018 Feb;24(2):196–208. doi: 10.1261/rna.063446.117
**Supplement:** Supplemental Material

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure S1. Extensive antisense transcription in fission yeast.**

(***A***) RNAPII purification for construction of NET-Seq libraries. Total extracts (T) were prepared from two biological replicates of WT (YAM2492) cells, digested with DNase I then mixed with anti-FLAG affinity gel. After incubation at 4°C, supernatant (S) containing unbound material was discarded. After washes, the immunoprecipitated (IP) material was eluted using FLAG peptide. Aliquots of T, IP, S and G (post-elution gel containing not eluted material) fractions were analyzed by Western-blot using mouse anti-FLAG M2 antibody. (***B***) Snapshot of total RNA (input) and nascent transcript (IP) signals along the *act1* gene in WT cells. In each panel, the signal corresponding to the + and – strand is shown in blue and pink, respectively. Blue arrow and box represent the mRNA and coding sequences, respectively. Grey arrows represent two novel ncTU (Eser et al. 2016). The region beyond the polyadenylation site of *act1* is highlighted using a green box. The snapshot was produced using VING (Descrimes et al. 2015). (***C***) Box-plot of nascent transcription (NET-Seq, IP samples) signals (tag/nt, log_2_) for exon and intron regions of intron-containing genes. (***D***) Same as above for total RNA (NET-Seq, input samples) signals (tag/nt, log_2_). (***E***) Scatter-plot showing NET-Seq signals (tag/nt, log_2_ scale) for mRNAs in the two biological replicates of WT (YAM2492) cells. The Pearson’s correlation coefficient () is indicated. (***F***) Same as above for annotated ncRNAs, corresponding to the 1522 ncRNAs from Pombase plus 487 novel ncTUs (Eser et al. 2016). (***G***) Scatter-plot showing NET-Seq nascent transcription (IP) and total RNA (input) signals (RPKM) for the set of 50 ‘untranscribed’ protein-coding genes (black), the other protein-coding genes (blue) and ncRNAs (green). (***H***) Box-plot of nascent transcript signal (RPKM, log_2_) in WT cells for the antisense of the 3455 protein-coding genes with antisense (magenta), for the 1522 ncRNAs from Pombase (light green) and for the 487 novel ncTUs (dark green) (Eser et al. 2016). (***I***) Same as above for coverage (percentage of nt covered by ≥1 uniquely mapped read, in each of the two biological replicates).

**Supplemental Figure S2. Sense transcription decreases with the overlap by antisense transcription.**

(***A***) Metagene view of total RNA signal (NET-Seq, input) for genes without antisense transcription (1624; black), genes with overlapping convergent TU (2530; blue) and genes with antisense but not convergent transcription (925; red). Sense and antisense meta-signals were computed and plotted as described in Fig. 1F. The shading surrounding each line denotes the 95% confidence interval. (***B***) Box-plot of NET-Seq signal (tag/nt, log_2_ scale) in WT cells for genes with increasing coverage by antisense transcription. The 3455 genes with significant antisense transcription were divided into five classes according to the coverage by antisense signal. *P*-values obtained upon Wilcoxon rank-sum test are indicated. (***C***) Same as above for sense/antisense NET-Seq signal (tag/nt) ratio (log_2_ scale). (***D***) Metagene view of sense nascent transcription signal for genes for which antisense nascent transcription overlaps the TSS (279; dark grey) or not (3176; light grey). The shading surrounding each line denotes the 95% confidence interval. (***E***) Venn diagram showing the genes with antisense transcription (3455), with a convergent overlapping TU (2530), and with a previously annotated aslncRNA (1286).

**Supplemental Figure S3. XUT lncRNAs landscape in fission yeast.**

(***A***) Scatter plot of tag density for mRNAs (grey), sn(o)RNAs (black) and XUTs (red) in WT and *exo2,* computed using uniquely mapped reads. 

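On this log2 scale, with the 2 replicates of a genotype averaged, the mRNAs with any read ranged from -12.22 to 9.18 in WT, with a median of -1.19, and from -10.66 to 10.36 in the libraries labelled *exo2*Δ, with a median of -0.07. XUTs ranged from -10.47 to 1.62 in WT, with a median of -5.29 over the 1627 XUTs with a read, and from -4.66 to 3.23 in the other pair, with a median of -3.50. The median of sn(o)RNAs was 3.86 in WT and 4.28 in the libraries labelled *exo2*Δ, over the 61 and 60 sn(o)RNAs with a read. These 2 medians do not pair each sn(o)RNA with itself. The median of the log2 ratios of single sn(o)RNAs was 0.03, over the 58 with at least 10 reads. Densities count reads per nt of the annotated span, so that few reads on a long feature give a low value. In the libraries labelled *exo2*Δ, no XUT had 3 reads or fewer.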

Results are presented as log_2_ of density, expressed in tag/nt. The black dashed line indicates no change (*exo2*/WT ratio = 1). (***B***) Venn diagram showing the genes with antisense transcription (3455), with a convergent overlapping TU (2530), with a previously annotated aslncRNA (1286), and with asXUT (1086). (***C***) RT-qPCR analysis of *XUT1322* and *puf5* mRNA levels in WT and *exo2*cells. Strains YAM2400 (WT) and YAM2402 (*exo2*) were grown in rich YES medium to mid-log-phase. Transcripts levels were determined by strand-specific RT-qPCR from total RNA and normalized on U3B snoRNA level. Data are presented as mean +/- standard deviation (SD), calculated from four biological replicates. ^***^ *p* < 0.001; ^**^ *p* < 0.01 upon t-test. (***D***) Same as above for *XUT0194* and *cdt1* mRNA. (***E***) Same as above for *XUT0647* and *rev3* mRNA. (***F***) Same as above for *XUT0433* and *SPBC8E4.05c* mRNA. (***G***) Snapshot of total RNA-Seq signal in WT and *exo2* cells along the *XUT1322*/*puf5* pair*.* Signals for the + and - strands are visualized as heatmaps in the upper and lower panels, respectively, using the VING software (Descrimes et al. 2015) The stars indicate the position of the oligonucleotides used for the strand-specific RT and then for the qPCR. (***H***) Same as above for the *XUT0194*/*cdt1* pair*.* (***I***) Same as above for the *XUT0647*/*rev3* pair.(***J***) Same as above for the *XUT0433*/*SPBC8E4.058c* pair*.*

**Supplemental Figure S4. Antisense XUTs are insulated from RNAi in fission yeast.**

(***A***) Box-plot of densities (tag/nt, linear scale) of 18-30 nt small RNAs mapped on the ‘overlap’ region or the ‘solo’ region of mRNAs with asXUTs, in WT (dark grey) and *exo2* (light grey). (***B***) Size distribution of small RNAs mapped on the ‘overlap’ region of mRNAs with asXUTs, in WT and *exo2*. (***C***) Size distribution of small RNAs mapped on the ‘solo’ region of mRNAs with asXUTs, in WT and *exo2*. (***D***) Size distribution of small RNAs mapped to the centromeric repeats in WT and *exo2*. (***E***) Composite view of 20-24 nt small RNAs mapped along chromosome III in WT and *exo2*. Signal for the + and - strand is shown in blue and pink, respectively. Position of the centromere is indicated by the light grey sphere.

**Supplemental Figure S5. Expression of asXUTs is associated to changes of histone modifications patterns.**

(***A***) Metagene view of NET-Seq signals along genes with (red lines) or without (blue lines) asXUT, in WT cells. For each class of genes, normalized coverage (tag/nt, log_2_) along mRNA transcription start site (TSS) +/- 1000 nt (+ strand) and the antisense strand (- strand) were piled up, in a strand-specific manner, and average signals for the + and - strands were plotted. The shading surrounding each line denotes the 95% confidence interval. (***B***) Box-plot of nascent transcription (NET-Seq) signal for genes with (red) or without (blue) asXUT in WT cells. The *P*-value obtained upon Wilcoxon rank-sum test is indicated. (***C***) Box-plot of H3K14ac levels along the body (TSS to TTS) of genes with (red) or without (blue) asXUT, in WT cells. Preparation of ChIP-Seq libraries, analysis and normalization (on H3 levels) of the data are described in Fig. 5A. The *P*-value obtained upon Wilcoxon rank-sum test is indicated. (***D***) Same as above for H4ac levels. (***E***) Box-plot of H3K4me3 levels along the TSS to +500 region of genes with (red) or without (blue) asXUT, in WT cells. Previously published ChIP-Seq data (DeGennaro et al. 2013) were analyzed and normalization as in Fig. 5C. The *P*-value obtained upon Wilcoxon rank-sum test is indicated. (***F***) Box-plot of H3K36me3 levels along the body (TSS to TTS) of genes with (red) or without (blue) asXUT, in WT cells. Previously published ChIP-Seq data (DeGennaro et al. 2013) were analyzed and normalization as in Fig. 5D. The *P*-value obtained upon Wilcoxon rank-sum test is indicated. (***G-J***) Same as (***C-F***), respectively, for the 1624 genes without nascent antisense transcription (black) and the 925 genes with ‘other’ (non convergent) antisense (red), defined in Fig. 2A.

**Supplemental Figure S6. Spt6 inactivation results into the accumulation of a subset of asXUT.**

(***A***) Scatter plot of tag density (log_2_ scale) for mRNAs (grey) and XUTs (red) in WT and *spt6-1* cells shifted for 2h at 37°C*.* Densities were computed from previously published RNA-Seq data (DeGennaro et al. 2013). The black dashed line indicates a 2-fold increase. (***B***) Box-plot of densities (tag/nt, log_2_) for mRNAs in WT (black) and *spt6-1* (red) cells shifted for 2h at 37°C*.* Three subgroups of mRNAs are analyzed: with Spt6-sensitive asXUT (n=683), with Spt6-insensitive asXUT (n=403), without antisense (n=1221).

**Supplemental Figure S7. Accumulation of XUTs upon meiosis induction.**

(***A***) Heatmap visualization of XUTs stabilization upon meiosis induction in WT cells. Signal (RPKM) for XUTs in cells collected before (T0) or after 2, 4, 6 or 8 hours of meiosis induction (T2-8) were computed from previously published RNA-Seq data (Bitton et al. 2015). XUTs are divided into 8 subgroups: XUTs that accumulate at T2-8 (a; n=22), at T4-8 (b; n=105), at T6-8 (c; n=201), at T2 only (e; n=18), at T4 only (f; n=66), at T6 only (g; n=21) or at T8 only (h; n=234). Subgroup d (n=57) corresponds to XUTs that accumulate in ≥2 other time points. (***B***) Venn diagram showing the XUTs accumulated (T_i_/T0 ratio >2, *P*<0.05) after 2h (64), 4h (240), 6h (370) or 8h (595) of meiosis induction. (***C***) Levels (RPKM) for the *slu7* mRNA (blue) and the paired antisense *XUT1122* (red), before or after 2, 4, 6 or 8 hours of meiosis induction. (***D***) Anti-correlation between *slu7* mRNA and *XUT1122* levels during meiosis induction. Levels (RPKM) of each transcript after 2, 4, 6 or 8 hours of meiosis induction were plotted. A tendency curve and the Pearson’s correlation coefficient () were computed.

# Supplementary material for: Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast
**Source:** RNA. 2018 Feb;24(2):196–208. doi: 10.1261/rna.063446.117
**Supplement:** Supplemental Material

**Supplemental Table S1. Oligonucleotides.**

| ID      | Sequence 5'-3'             | Target                     | Use                                   |
|---------|----------------------------|----------------------------|---------------------------------------|
| AMO1978 | CTAAACATCAAAGCTAACGCACCCTC | <i>exo2</i>                | Northern blot                         |
| AMO1986 | AAACAGCCGCATTGGGATGGAAGCG  | <i>XUT0444/gal1</i>        | RT ( <i>XUT0444</i> ) & Northern-blot |
| AMO1990 | TACACATGCACGGTCCTTTG       | <i>XUT0444/gal1</i>        | RT ( <i>gal1</i> ) & qPCR             |
| AMO1991 | GAGCTGGCTAAGGAATTAGGG      | <i>XUT0444/gal1</i>        | qPCR                                  |
| AMO2080 | CTTTGAGGATGTGCTGATCG       | U3B                        | qPCR                                  |
| AMO2081 | CATGACACGACCAAAAGGAA       | U3B                        | Northern-blot, RT & qPCR              |
| AMO3210 | CGAAAGAAGCCGTTTCAGAG       | <i>XUT0647/rev3</i>        | RT ( <i>XUT0647</i> ) & qPCR          |
| AMO3211 | TTTAGTGGGATCTGGGGTCA       | <i>XUT0647/rev3</i>        | RT ( <i>rev3</i> ) & qPCR             |
| AMO3214 | ACCAAACCAACCTTTGTGCT       | <i>XUT0194/cdt1</i>        | RT ( <i>XUT0194</i> ) & qPCR          |
| AMO3215 | CAACACGCTTTCCTTGATGA       | <i>XUT0194/cdt1</i>        | RT ( <i>cdt1</i> ) & qPCR             |
| AMO3219 | CAAGATGTGACGGACAGTGC       | <i>XUT0433/SPBC8E4.05c</i> | RT ( <i>XUT0433</i> ) & qPCR          |
| AMO3220 | ATTGGAACCGCCTGTTGTAG       | <i>XUT0433/SPBC8E4.05c</i> | RT ( <i>SPBC8E4.05c</i> ) & qPCR      |
| AMO2323 | AGGAAACGCTTCTTTCAGCA       | <i>XUT1322/puf5</i>        | RT ( <i>XUT1322</i> ) & qPCR          |
| AMO2324 | TGTGGGAAGACGAAATAGCA       | <i>XUT1322/puf5</i>        | RT ( <i>puf5</i> ) & qPCR             |

How the deposited data were processed for this re-analysis (not part of the article)

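Total RNA was sequenced from 2 cultures of fission yeast labelled WT and 2 labelled *exo2*Δ, grown at 32°C to mid-log phase. The names WT and *exo2*Δ below are those of the labels. The authors depleted rRNA, prepared stranded libraries from 125 ng of RNA, sequenced paired ends of 50 nt, and mapped the reads with TopHat. The authors then divided the reads on each feature by its length, normalized this signal on sn(o)RNA levels, and deposited it as a density in tag/nt for each library and as the sum of both replicates of a genotype. The legend of Fig. S3A states that uniquely mapped reads were used. The paper's text does not name the tool that counted the reads on features, nor how reads on overlapping features were handled, so overlapping features of one strand are treated as sharing reads. The replicate columns were used here, and the sums were not.

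Density times length was a whole multiple of one step per library for 100% of nonzero values (steps of 0.844 and 0.902 for the WT replicates, and of 1.17 and 1.15 for the *exo2*Δ replicates). The reads on each feature were recovered by dividing by this step, and they set the filter, the depth and the alternative scalings. At the floor of 3 reads, a fold is given as a lower bound. These floors cover counting error only.

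The test planned before the data were examined was written for counts, with limma on log2 values if the table held none. Since the deposited signal is a density, limma (version 3.58.1, with R 4.3.3) was used. The density was taken as log2(density + 1.55e-04), features with at least 10 reads summed over the 4 libraries were kept (8826 of 9139), and the CDS exon lines were left out of the fit. A linear model with one coefficient for genotype was fitted, with moderated variances that follow the mean, and *P*-values were adjusted by Benjamini-Hochberg over all features tested. The threshold was a ratio above 2 (or under 0.5) with an adjusted p under 0.05, as the paper used for XUTs. Each group has 2 libraries, which is too few for an exact permutation test of a single feature to pass 0.05, and the p-values rest on the model across features.

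Replicate numbers come from the sample labels, which give both genotypes the numbers 1 and 2. Whether these numbers stand for cultures grown or libraries made together is not stated in the labels. Deviations of same-numbered libraries from their group means correlated at 0.283 over all features and 0.290 over mRNAs, and results are given with and without the replicate number as a block.

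The test was run on simulated data for 8828 features, of which 200 were changed. It recovered 198 with 5 false calls, and the fit with the block recovered 199 with 23 false calls (10.4% of its calls). Adjusted p-values from the block may therefore be somewhat too small. The simulated libraries had no shared replicate effect, a common dispersion, and few changed features, all with changes of a single size. The data differ in this, so that these error rates may not hold for them.

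Medians over a class of features are given with the medians of each replicate pair, since features are not replicates. Permutation tests used 100000 resamples, and matched lists 10000 draws. Overlaps were computed from the coordinates of the deposited table, with at least 50 nt on the other strand for antisense XUTs and at least 1 nt on the same strand for annotated lncRNAs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and biopython 1.88 were used.

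The features named were those the paper names for total RNA in these strains, *gal10*, SPBPB2B2.11, *slu7* and *XUT1122*, and the 3 XUTs and 3 mRNAs with the largest rises and the 3 mRNAs with the largest falls among those with an adjusted p under 0.05, a mean of at least 50 normalized reads, and both *exo2*Δ libraries on one side of both WT libraries. Other features named were chosen after their values were seen.

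Oligonucleotides were placed by exact match on assembly ASM294v3, the reference at hand, where each had 1 match. The coordinates of features are those of the table (ASM294v2). The highest coordinates of the table on chromosomes I and III equal the lengths of these chromosomes in ASM294v3, and that on chromosome II lies within it. Of 10190 coding exons, 10030 (98.4%) have the same coordinates in both, and 5113 of 5115 genes have a start codon at the table's position in ASM294v3. Of the 8 coding exons of the 6 genes targeted by oligonucleotides, 7 are identical, and that of *cdt1* starts at another position, outside the primers.

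Alternatives covered the scaling, the filter, the pseudocount, the block, the test against a 2-fold change, the threshold on p, the overlap, and leaving out each library in turn. NET-seq, ChIP-seq, small RNA and RT-qPCR data were not analysed here.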

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

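The tests on *exo2* and the match and the filter of genes near chromosome ends on WT values were chosen only after the results had been seen, and the others were set before.

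*XUT0549*, which the paper does not discuss, was at least 637-fold higher in the mean of both libraries labelled *exo2*Δ than the floor of the WT libraries. It lies opposite the start of the deleted gene. The same libraries kept reads on *exo2* itself. All 4 libraries had reads there, the lowest density being 0.458 tag/nt, so that an exchange of labels between WT and *exo2*Δ cannot account for them, as it would leave 2 libraries without such reads. WT cells among the *exo2*Δ cultures would give a ratio under 1. The ratio of the whole mRNA was 1.37 with the deposited scaling but fell below 1 under others. It includes the reads outside coding exon 3, and exon 3 alone had a log2 ratio of 0.08 with the deposited scaling. A mixture can thus not be told apart from these data. Another candidate explanation is a strain that keeps part of the gene, with transcription from the cassette in place of the rest. The log2 ratio of coding exon 2 exceeded that of coding exon 3 by 0.57, so that the exons do not change together, but one value per exon cannot show where reads stop. The count on the mRNA exceeded that on exon 3 by 15 and 20 reads in WT and by 593 and 533 reads in the other pair, while the density of exon 3 had a log2 ratio of 0.08. Reads that touch exon 3 and another exon enter both counts, so that these numbers leave out part of the reads on exons 1 and 2. Reads from a cassette that run into the ends of the gene could add to the count on the mRNA. Whether such reads account for any of those on exon 3 cannot be told from one value for the whole exon. The paper states that the strain was verified by PCR and northern blot, and its text does not name the part of the gene that was removed. *XUT0549* could thus stem from the cassette or be stabilized in the mutant, and these data do not separate the 2.

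mRNAs within 100 kb of a chromosome end, genes the paper does not discuss as a group, rose more than other mRNAs in the libraries labelled *exo2*Δ. The medians of 175 and all other mRNAs were 1.80 and 1.07, a difference of 0.73 (0.74 and 0.75 between the replicate 1 and replicate 2 libraries) that scaling moves only through the pseudocount. The difference was 1.43 within 50 kb and 0.43 within 150 kb. Lists matched on mean density had a lower median in 100% of 10000 draws (their median was 1.14), but this mean includes the libraries in which the genes rose. Lists matched on WT density alone had a lower median in 100% of draws as well (their median was 1.22), so that low WT expression does not account for all of it. With the density of WT replicate 1 matched and the ratio taken over WT replicate 2, the medians were 1.73 near the ends and 1.16 in the lists. Among mRNAs with a mean of at least 50 normalized reads over the 4 libraries (132 near the ends) it was 0.46, a filter to which the rise itself adds genes. With a mean of at least 50 reads in the WT libraries alone (113 near the ends) it was 0.35, so that few reads may account for part of it. Without mRNAs in which over 10% of 50-mers occur elsewhere in the genome (120 left) it was 0.46 as well. Reads shared by the mRNAs left out thus explain at most part of the difference. Of 10000 lists matched on GC content and length, 100% had a lower median. A biological origin remains a hypothesis, found and tested on the same libraries. A difference between the strains other than *exo2* was not tested.

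The 11 mitochondrial genes, which the paper does not discuss, had a median log2 ratio of 0.87 (0.96 and 0.79 between the replicate 1 and replicate 2 libraries), and 10 were higher in both libraries labelled *exo2*Δ. Nuclear mRNAs had a median of 1.08. With the median of ratios over all features, which moves log2 ratios by -1.20 before the pseudocount is added, the mitochondrial median was -0.34. The shift does not depend on the gene except through the pseudocount, so that it tests nothing about mitochondrial genes, and their direction is set by the scaling chosen. Their median lies below that of nuclear mRNAs under both scalings.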

How the results depend on the processing

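The alternatives were set before the data were examined, except voom on the recovered reads, moderation without the mean trend, the recomputed sn(o)RNA scaling and the permutations within density bins, which were chosen after seeing the data. The Wald test of DESeq2 among the alternatives was not run, although the recovered reads would allow a test on counts, and voom on these reads is the closest setting that was run. The cause was not tested for any change listed here.

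TMM factors over all features and the median of ratios over all features centre most features on 0 by construction. TMM factors over all features left 616 XUTs past the threshold, 272 mRNAs higher and 476 lower, and 235 annotated lncRNAs higher and 287 lower. The median of ratios over all features gave 594 XUTs, 250 and 515 mRNAs, and 222 and 305 lncRNAs. Scaling on total reads gave 1217 XUTs, 1223 and 93 mRNAs and 569 and 117 lncRNAs. The deposited scaling gave 1633 XUTs, 2782 and 14 mRNAs, and 899 and 57 lncRNAs. Median log2 ratios under TMM factors, the median of ratios over all features, total reads and the sum of sn(o)RNA reads, in this order, were 0.80, 0.76, 1.46 and 2.03 for XUTs, -0.0873, -0.13, 0.59 and 1.15 for mRNAs, -1.14, -1.18, -0.47 and 0.10 for sn(o)RNAs, and -0.45, -0.49, 0.23 and 0.80 for tRNAs. The log2 ratio of *exo2* was -0.71, -0.75 and -0.0361 under the first 3. Under TMM factors and the median of ratios over all features, *cdt1* (-0.0130 and -0.0513) and *rev3* (-0.10 and -0.13) no longer rose. These values were within the replicate error (adjusted p from limma of 0.920 and 0.693 for *cdt1*, and of 0.560 and 0.417 for *rev3*). The direction reversed for *slu7* (-0.41 and -0.45, adjusted p of 0.0324 and 0.0237 from limma).

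A filter of at least 10 reads in every library kept 940 XUTs, of which 939 passed, and left 34 lncRNAs lower. The test against a 2-fold change left 1113 XUTs past the threshold, 1877 mRNAs higher and 6 lower, and 565 lncRNAs higher and 15 lower. With the replicate block, 1636 XUTs passed, and 2776 mRNAs were higher and 14 lower. The XUT median was 1.92 among features with a mean of at least 50 normalized reads, 1.92 among those above 0 in every library, and 1.84 with the larger pseudocount, which moved the mRNA median to 1.06. The tRNA median was 0.57 among features with a mean of at least 50 normalized reads.

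The difference between mRNAs with and without asXUT was 0.0317 (p = 0.371, permutation test) with a mean of at least 50 normalized reads, -0.0279 (p = 0.228) within bins of mean density and -0.0607 (p = 0.00500) within bins of WT density. Over the alternatives its p went from 0.00500 to 0.371.

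Across the 4 ways of leaving out one library, XUTs with a ratio above 2 went from 1551 to 1596 and mRNAs from 2683 to 2904. Medians went from 1.92 to 2.01 for XUTs, from 1.04 to 1.11 for mRNAs, from -9.82e-04 to 0.07 for sn(o)RNAs and from 0.69 to 0.76 for tRNAs. The asXUT difference went from 0.0503 to 0.0833, the rho of asXUT/mRNA pairs from -0.0124 to 0.0196, and *exo2* from 0.41 to 0.50. An arm of 1 library allows no test.

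For the 25 named features other than *exo2*, 296 of 316 values from the alternatives that keep all 4 libraries kept their direction and their side of the threshold. Of the others 8 were weaker, 6 stronger and 6 of the other sign, all but 2 of them under TMM factors, the median of ratios over all features or total reads. With 1 library left out, 3 of 100 values had another sign, those of *gal1* without WT replicate 2 (0.07) and of SPBC8E4.05c without WT replicate 1 (0.02) and without *exo2*Δ replicate 1 (0.12). Depth limits the ratios of XUTs, 643 of which had at most 20 reads summed over the WT libraries.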

Differences from the paper's values

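With the main settings, no value differed from the paper's by more than 1.5 times. Of the paper's 1638 XUTs, 1633 passed the threshold here, and no setting gave 1638 by this test. It was 1636 with the replicate block, 1636 with the sum of sn(o)RNA reads, and 1636 with voom, which was chosen after seeing the values. XUTs that overlap no listed feature of their strand numbered 816, against the paper's 815. Under 3 alternatives set before the data were examined, TMM factors (616), the median of ratios over all features (594) and at least 10 reads in every library (939), the count of XUTs is lower than the paper's by more than 1.5 times. With at least 10 reads in every library this reflects the filter, which left 940 XUTs to be tested.

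The paper describes the strain as deleted for *exo2*. The log2 ratio of *exo2* was 0.46 in the libraries labelled *exo2*Δ. It was under 0 with TMM factors (-0.71), the median of ratios over all features (-0.75) and total reads (-0.04), none of which brings the gene near 0 reads.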

Other observations

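The tests on *XUT0001* and on asXUTs within bins of mean density and of WT density were chosen only after the results were seen, and the others were set before their results.

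The log2 ratio of mRNAs fell with their WT level (Spearman's rho of -0.43 across 5068 mRNAs, which are not independent replicates), with medians of 1.39, 1.19, 1.07 and 0.63 in 4 groups of 1267 mRNAs from the lowest to the highest level. With the level from WT replicate 1 and the ratio over WT replicate 2, rho was -0.40, so that noise in the WT densities does not account for it. Among 3173 mRNAs far above the lowest densities rho was -0.42, and given GC content and length it was -0.37, so that neither background reads nor these properties account for it. A lower sensitivity of abundant mRNAs to Exo2 may underlie the pattern, as a hypothesis.

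sn(o)RNAs had log2 ratios that did not follow their length clearly (rho of 0.208, p = 0.117 in a permutation test across 58 sn(o)RNAs). The shorter 29 had a median of -0.17 and the longer 29 of 0.10. Replicate differences had a rho with length of -0.15 in WT and -0.0367 in the other pair, so that a difference in the recovery of short RNAs cannot be excluded.

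The higher median of mRNAs with an asXUT was not kept once genes were compared within bins of density. The difference was -0.0279 (p = 0.228, permutation test) within bins of mean density and -0.0607 (p = 0.00500) within bins of WT density, so that the lower expression of genes with asXUTs is a candidate explanation of the higher median. The mean includes the libraries labelled *exo2*Δ, and the WT density shares its noise with the ratio, so that a lower rise of these mRNAs at a given level remains open.

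*XUT0001* lies on the mitochondrial genome from 3202 to 4550 opposite an rRNA (SPRRNA.02). Its density was 0.0351%, 0.0342%, 0.0267% and 0.0353% of that of the rRNA in the 4 libraries, and its log2 ratio was that of the rRNA with a difference of -0.18 (1.23 against 1.41, standard errors of 0.23 and 0.11). Reads assigned to the wrong strand could account for it. For asXUTs in general this is unlikely, as 1 of 1266 pairs had a share of the mRNA density under 0.0705% and the median share was 17.3%.

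Of 131 ribosomal protein genes, 2 had an asXUT (1.53%), against 1076 of 4937 other genes (21.8%, Fisher's exact test, two-sided, p = 1.53e-11, genes not being replicates). Of 10000 lists matched on length, 0% had a lower share (their median was 18.3%), and of 10000 matched on mean density 0% (median of 6.11%). The lists were drawn without replacement within bins, so that they can share genes and spread less than independent lists. Neither property alone gave a share as low as that of these genes. Length and density were not matched together, so that short length with high density, or another reason, remains open.

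*slu7* (SPBC365.05c) had a log2 ratio of 0.76 (standard error 0.14), and *XUT1122*, opposite to it, had 7, 10, 27 and 43 reads and a log2 ratio of 2.42 (standard error 0.36).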
